# Transcriptome analysis reveals unique metabolic features in the *Cryptosporidium parvum* Oocysts associated with environmental survival and stresses

**DOI:** 10.1186/1471-2164-13-647

**Published:** 2012-11-21

**Authors:** Haili Zhang, Fengguang Guo, Huaijun Zhou, Guan Zhu

**Keywords:** Apicomplexan, *Cryptosporidium parvum*, Oocysts, Agilent microarray, Transcriptome, Ultraviolent (UV) irradiation

## Abstract

**Background:**

*Cryptosporidium parvum* is a globally distributed zoonotic parasite and an important opportunistic pathogen in immunocompromised patients. Little is known on the metabolic dynamics of the parasite, and study is hampered by the lack of molecular and genetic tools. Here we report the development of the first Agilent microarray for *C*. *parvum* (CpArray15K) that covers all predicted ORFs in the parasite genome. Global transcriptome analysis using CpArray15K coupled with real-time qRT-PCR uncovered a number of unique metabolic features in oocysts, the infectious and environmental stage of the parasite.

**Results:**

Oocyst stage parasites were found to be highly active in protein synthesis, based on the high transcript levels of genes associated with ribosome biogenesis, transcription and translation. The proteasome and ubiquitin associated components were also highly active, implying that oocysts might employ protein degradation pathways to recycle amino acids in order to overcome the inability to synthesize amino acids de novo. Energy metabolism in oocysts was featured by the highest level of expression of lactate dehydrogenase (LDH) gene. We also studied parasite responses to UV-irradiation, and observed complex and dynamic regulations of gene expression. Notable changes included increased transcript levels of genes involved in DNA repair and intracellular trafficking. Among the stress-related genes, TCP-1 family members and some thioredoxin-associated genes appear to play more important roles in the recovery of UV-induced damages in the oocysts. Our observations also suggest that UV irradiation of oocysts results in increased activities in cytoskeletal rearrangement and intracellular membrane trafficking.

**Conclusions:**

CpArray15K is the first microarray chip developed for *C*. *parvum*, which provides the *Cryptosporidium* research community a needed tool to study the parasite transcriptome and functional genomics. CpArray15K has been successfully used in profiling the gene expressions in the parasite oocysts as well as their responses to UV-irradiation. These observations shed light on how the parasite oocysts might adapt and respond to the hostile external environment and associated stress such as UV irradiation.

## Background

*Cryptosporidium parvum* is a globally distributed zoonotic pathogen belonging to the phylum Apicomplexa that contains many important human and animal pathogens, such as *Plasmodium*, *Toxoplasma*, *Eimeria*, *Babesia* and *Theileria*. *Cryptosporidium* can cause severe watery diarrhea in humans and animals, and is an important opportunistic pathogen in immunocompromised individuals such as AIDS patients [1-5]. It is also listed as one of the Category B agents in the National Institutes of Health (NIH) biodefense program. Despite its importance to both human and animal heaths, research on *Cryptosporidium* is limited not only by the difficulties in manipulating the parasite, but also by the lack of tools for genetic study such as robust culture systems, transfection methods and parasite-specific microarrays.

*Cryptosporidium* is transmitted between humans and/or animals by the infectious oocysts that can survive in the natural environments for a substantial length of time. Each *C*. *parvum* oocyst contains four sporozoites enclosed within an oocyst wall structure that is highly resistant to disinfectants, including commonly used chlorine treatments [6]. Molecular and cellular studies on the oocyst stage have been largely devoted to understanding the composition of oocyst wall, such as the family of oocyst wall proteins (COWPs) [7-10], and little is known on the biochemical events of this parasite stage. Understanding the global gene expression profiles in oocysts would not only deepen our understanding on the biology and metabolic features of this opportunistic pathogen, but also provide new insight into how the oocysts survive without any nutrient supply in the field and withstand various stresses in the natural environments. For example, *C*. *parvum* lacks a citrate cycle and a cytochrome-based respiratory chain, thus relying solely on glycolysis and fermentation as an energy and carbon source [11,12]. It is therefore important to understand how the oocysts function in the oxygen-rich external environment, with metabolic machinery that is seemingly specialized for the anaerobic conditions of the host gut, as well as streamlined for nutrient scavenging. Oocysts need to survive in the external environment for months or years, where they might face a range of hostile environmental stresses. Determining the gene expression profile changes in oocysts in response ultraviolent (UV) irradiation will help to understand how the parasite responds to stress, with practical relevance to the UV exposure encountered in the external environment, as well as UV irradiation commonly used by humans to treat drinking and surface waters [13,14].

Here we report the development of an Agilent platform-based, *C*. *parvum*-specific microarray using 60-base oligonucleotides that represent all predicted protein-encoding genes in the parasite. Assays of transcript levels using this microarray permitted us for the first time to systematically study gene transcript profiles for a global view of unique metabolic features of parasite oocysts, as well response to a common stress UV irradiation.

## Results and discussion

### Quality of the CpArray15K chips and data

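Each of the 8 deposited array files lists 15744 spots, of which 15208 were spots for parasite genes, 459 were positive controls and 77 were negative controls. The spots for parasite genes carried 10055 probe names. Of these, 6218 were printed on 1 spot, 47 on 30 spots and the rest on 2 spots. They covered 3805 genes, including 646 with a single probe, 109 with 2 probes, 3009 with 3 and 41 with 4, a mean of 2.64 probes per gene. All 3805 gene identifiers were found in the RefSeq gene table of the Iowa II assembly, which was used for gene names and gene order only.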

The newly developed CpArray15K is an Agilent microarray that contains 15,208 spots, spanning 10,009 unique probes, covering all predicted protein coding genes in the *C*. *parvum* genome. 

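The array data in both parts of the study came from 8 two-color arrays on 1 slide, read in 1 scan. Each array held labeled RNA of UV-irradiated oocysts in one dye and of untreated control oocysts in the other. Recovery lasted 0.5 h or 5 h, with 2 biological replicates at each time and 2 technical arrays per biological replicate. UV samples carried Cy3 in replicate 1 and Cy5 in replicate 2 at both times, so dye orientation and replicate number were one contrast. Each biological replicate also occupied its own column of the slide, so the column could not be separated from the sample, while its technical arrays lay in different slide rows. The authors deposited the output of Agilent's Feature Extraction software, with the median signal and median background intensity of each spot in each dye. From these medians, signals were background-corrected by the normexp method with an offset of 50 and normalized by loess within each array. Signals of single channels were also normalized between arrays by the Aquantile method. Spots marked as outliers by the software, between 30 and 118 per array, were left out, and 0 spots were saturated. Between 40.0% and 58.3% of the spots for parasite genes were well above background in Cy3 by the software's own test, and between 39.7% and 64.9% in Cy5. Median signals were 59 to 87 units in Cy3 over a median background of 26 to 33 units, and 201.5 to 285 units in Cy5 over 133 to 139 units. Spots of one probe were averaged first, and then the probes of one gene. The number of arrays limits the precision of every value.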

The array was used to profile global gene transcript levels in oocysts, with or without UV irradiation, as described in the Materials and Methods. Medians of signal and background intensities were acquired for subsequent analysis.

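Normalized signals of the 10055 probes, averaged over arrays, had an R2 of 0.998 between Cy3 and Cy5 on the log2 scale (Spearman's rho 0.995). The difference between the dyes had an SD of 0.08 (log2) across probes. Within single arrays, the R2 between the channels varied with an SD of 0.0014 over the 8 arrays. Means of the 0.5 h and 5 h groups had an R2 of 0.996, and means of biological replicates 1 and 2 an R2 of 0.994. The alternative that moved the value between dyes most was the linear scale, with an R2 of 0.987. These values were computed across probes, which are not independent replicates. Loess draws the channels of an array together before they are compared. The mean of each dye also held both UV and control channels. The R2 between dyes therefore cannot show that dye bias was absent. With median centring in place of loess, log ratios of the replicates, which differ in dye orientation, correlated at r = -0.824 at 0.5 h and -0.912 at 5 h.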

Correlation plots of normalized signals from all 8 hybridized arrays suggested no or minimal bias between Cy3 and Cy5-labeled samples or between two biological replicates (Figure 1). We calculated the means and standard deviations (SDs) of all individual probes among the 8 arrays to evaluate the inter-array variations, as well as those for all individual genes from multiple probes to evaluate the inter-probe variations (Figure 2). 

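The SD of a probe's log2 control signal over the 8 arrays had a median of 0.15 and a 95th percentile of 0.29. Between the probes of one gene, the median SD of the control signal was 0.18 and the highest was 3.22. For the 47 probes printed on 30 spots, the SD of the log2 ratio of UV to control within an array had a median of 0.12 and ranged from 0.04 to 0.17. At 0.5 h after irradiation, the SD of the log2 change between probes of one gene had a median of 0.05 over 3159 genes with 2 or more probes, and exceeded 0.3 in 24 genes. In the limma test of each probe, 878 of these genes had at least 1 probe with an adjusted p-value of at most 0.05, and 336 had every probe past that limit. Of the 416 genes with 2 or more such probes, 4 had probes that changed in opposite directions. These were cgd2_2400, cgd2_780, cgd5_3170 and cgd8_2770, which were singled out after their values were seen. Probes of cgd2_780 changed 1.67-fold (adjusted p = 0.000276), 0.818-fold (adjusted p = 0.00573) and 0.837-fold (adjusted p = 0.0131) by limma, and all 3 were well above background on 8 arrays.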

Although a few of the inter-probe variations were relatively large, there were no contradictory results among different probes and arrays, confirming that both inter-array and inter-probe variations were minimal. 

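All 20 genes of Figure 3A have probes on the array. A gene was counted as well above background in a channel where any of its probes was. In the control channels, 15 of them were well above background on all 8 arrays and 2 of them, cgd2_1450 and cgd7_3170, on none. A total of 12 of the 20 genes exceeded the signal limits of the methods in at least 5 arrays. The qRT-PCR measurements were not analysed here.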

We also validated the microarray data by real-time RT-PCR analysis on a panel of selected parasite genes, and observed a general agreement between microarray and qRT-PCR data, both in the relative level of expression in oocysts (Figure 3A) and in the fold changes in expressions and directions in response to UV-treatment (Figure 3B). Collectively, these observations confirm the overall quality of microarray design and the acquired signal data.

**Figure 1:**
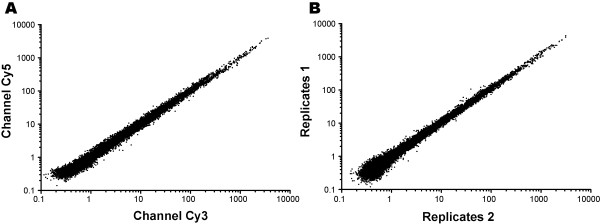
**Correlation plots of signal intensities (means of normalized median signals) between Cy3 and Cy5 dye swaps (R**^**2**^**=0**.**9879) (A) and biological replicates (R**^**2**^**=0**.**9886) (B)**. In panel **B**, data for replicates 1 and 2 were derived from 0.5 h and 5 h groups, each including two untreated controls and two UV-irradiation samples (oocysts) that were allowed to recover for 0.5 h or 5 h, respectively.

**Figure 2:**
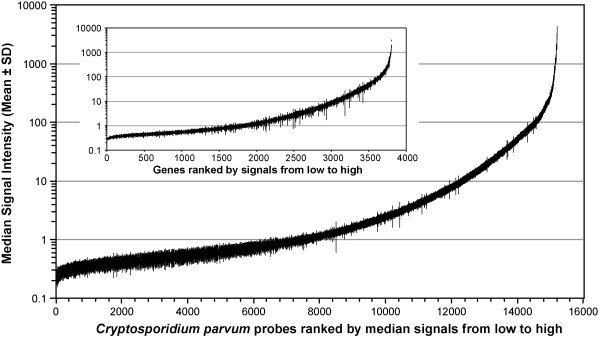
**Evaluation of inter-array variations by plotting of the mean signal intensities with standard deviations (SDs) of all individual probes among all 8 microarrays**, **and inter-probe variations by plotting the means and SDs of all individual genes from multiple probes (inset).**

**Figure 3:**
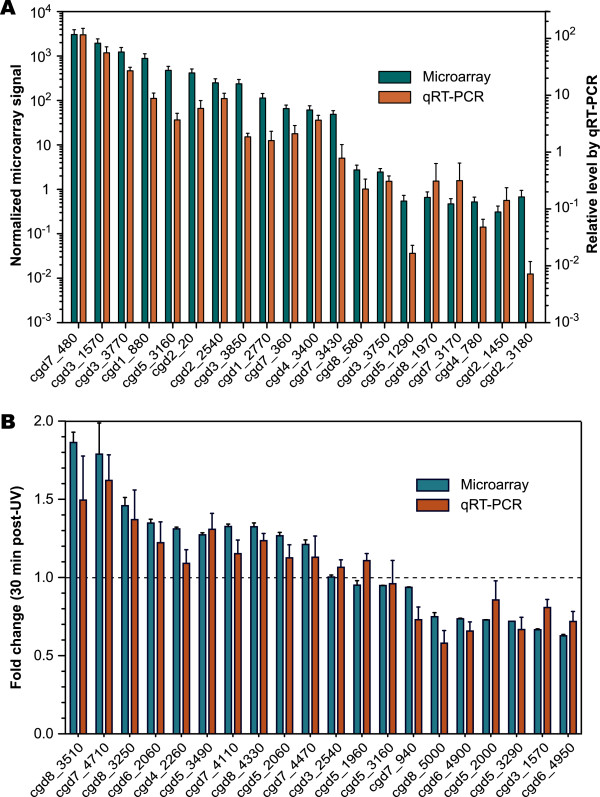
**Validation of microarray data by real-time qRT-PCR for selected *C. parvum *genes.** (**A**) Relative mRNA levels of *C*. *parvum* genes in the oocyst stage. Microarray signals are shown as the means of normalized signals derived from all probes in all 8 arrays (left axis). Levels determined by semi-qRT-PCR are displayed as the fold differences in relative to the mean of all samples in at least three biological replicates (right axis). (**B**) Fold changes of the gene expressions in *C*. *parvum* oocysts recovered for 30 min after UV-treatment. Bars indicate standard deviations (SDs).

### Metabolic features in the *C*. *parvum* oocysts

The experimental design included determination of the gene expression profiles in untreated oocyst samples, as a means to understand metabolic features in the oocyst stage. To minimize the effect of temperature change on gene expression, parasite oocysts were removed from 4°C storage and placed overnight at room temperature. During this process they appeared to maintain their morphological integrity (Additional file 1: Figure S1). Since all oocysts had matured to contain 4 sporozoites, the gene expression levels in oocysts, as well as their fold changes in response to UV irradiation as described in later sections, represent metabolism of sporozoites within the oocysts.

From the total of 8 untreated samples, and based on the signal to noise ratio (SNR) >2.0 and signal to background ratio (SBR) >2.6 criterions [15], we have identified a total of 1,924 genes that were positively expressed in oocysts (i.e., Group I genes). This number represents 51% of the total 3,805 genes in the *C*. *parvum* genome. 

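The limits were applied to the 8 control channels, which came from 4 untreated samples on 2 technical arrays each. SNR was computed as the signal less the background, divided by the SD of the background, since its formula is not spelled out. With SNR above 2.0 and SBR above 2.6 in all spots of a gene in at least 5 arrays, 1259 of 3805 genes (33.1%) were in Group I. The SBR limit was the narrower of the limits. SNR exceeded its limit in 59.8% to 96.5% of spots per array and SBR in 33.2% to 55.2%. Between 1152 and 1645 genes passed both limits in all of their spots on a single array. Leaving out each array in turn gave 1219 to 1258 genes. The alternative that moved the number most was the software's test of signals well above background in place of the ratios, which gave 1816 genes. That number asks the test of all spots of a gene in at least 5 arrays. With any probe of a gene sufficing, 1769 genes were detected in all 8 control channels.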

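Group II, read as SNR of at most 2.0 and SBR of at most 2.6 in all spots of all 8 control channels, held 6 genes. A single spot with an SNR above 2.0 on any array was enough to leave the group, although its SBR could be under the limit. The software's test of signals well above background gave 899 genes under the same rule. A reading chosen after seeing the data, in which the limits are never both exceeded in one spot, gave 1008 genes. With any probe sufficing for detection, 911 genes were well above background in none of the 8 control channels. Without one array, 0.5 h replicate 2-1, Group II held 35 genes.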

Among the remaining unexpressed genes, 1,213 genes had SNR ≤2.0 and SBR ≤2.6 in all probes and all arrays (Group II) that were considered as unexpressed or extremely lowly expressed in the oocysts. 

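Under the same limits, the remaining genes, 66.8% of 3805, were in Group III, with some but not all spots or arrays past a limit. With the software's test of signals well above background, Group III held 1090 genes.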

The remaining 668 genes (Group III) with positive signals in some, but not all, probes or arrays could be judged as lowly expressed, rather than unexpressed.

Based on the expression levels, we ranked the Group I genes by quartiles, and categorized them into major functional groups in comparison with unexpressed genes in Group II. Among the 1,924 Group I genes, only 876 genes (46%) were annotated and could be assigned into functional categories (Figure 4). The remaining 1,048 genes (54.46%) were hypothetical, including those with undefined functions, containing certain conserved domains, or possible membrane proteins. A complete list of all categorized genes in Groups I and II were provided as part of the supplementary materials (Additional file 2: Table S1). Additionally, we compiled a list of the top 10% (193) highest expressed genes with more detailed subcategories (Table 1).

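All 21 genes of Table 1 were well above background in all 8 control channels, and all 21 passed the limits of Group I. Probes differ in how strongly they hybridize, so levels of genes are not set against one another. The exception is the signal rank given below for LDH and the next gene. For the cyclin gene (cgd7_3780), the control signal was 13.97 ± 0.10 (log2, SD, n = 4 samples) and its mean SBR was 267.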

**Figure 4:**
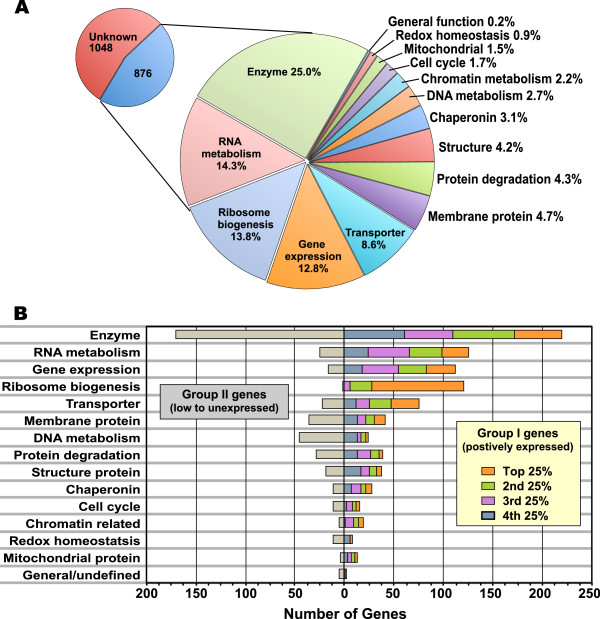
**Features of expressed genes in the *C***. ***parvum *oocysts** (**Group I genes**) **as determined by microarray analysis**. (**A**) Categorization of expressed Group I genes by major functional groups. (**B**) Functional categorization of Group I genes by expression levels (by quartiles) in comparison with the lowly or unexpressed Group II genes.

**Table 1:** **Feature summary of the top 10**% highest expressed genes in the oocysts*

**Major Category(Genes #)**	**Feature Description**	**Representative Gene and description**		**Signal**
**Enzyme** (**20**)				
**Energy** (**3**)	Glycolytic enzymes	cgd7_480	Lactate dehydrogenase (LDH)	3,064.62
**Lipid** (**1**)	Membrane remodeling	cgd8_1150	Choline-phosphate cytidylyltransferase	185.50
**Nucleotide** (**4**)	Nucleotide metabolic enzymes	cgd5_1470	Nucleoside-diphosphate kinase domain	1,562.52
**Protein modification** (**9**)	Peptidase, kinase, phosphatase	cgd7_4790	Ptc7p phosphatase (PP2C family)	333.12
**Mitochondrial** (**2**)	lscU-like, F-ATPase headpiece	cgd2_1360	Mitochondrial ATP synthase β-chain	351.08
**Transporter** (**7**)	ABC, ion, nutrients, V-type	cgd3_510	Putative fucose translocator	398.70
**Stress**-**related** (**5**)				
**Chaperonine** (**3**)	DnaJ, HSP20, HSP90	cgd3_3770	HSP90	1,229.35
**Redox homeostasis** (**2**)	Glutaredoxin/thioredoxin related	cgd2_2540	Glutaredoxin related protein	250.42
**Cytoskeleton** (**3**)	Microfilament elements	cgd5_3160	Actin	475.92
**Membrane** (**7**)	All mucin-like proteins	cgd2_430	Mucin-like glycoprotein	1,732.54
**Cell cycle** (**1**)	Cyclin family protein	cgd7_3780	Cyclin	318.54
**Gene expression** (**14**)				
**Transcription** (**6**)	RNA Pol, transcription factors	cgd3_4150	Cutinase negative acting protein	315.25
**Translation** (**8**)	Translation factors, RNA helicases, etc.	cgd1_880	Eukaryotic initiation factor 4A	889.38
**Protein degradation** (**1**)	Proteosome/ubiquitin subunits	cgd1_420	20S proteasome beta subunit D2	168.66
**Ribosome biogenesis** (**38**)				
**Ribosomal proteins** (**32**)	RPL, RPS, or associated proteins	cgd3_2250	60S ribosomal protein L37A	303.99
**rRNA processing** (**6**)	GTPase, ribonucleoprotein, etc.	cgd4_1700	GNog1p. GTPase	276.15
**RNA metabolism** (**11**)	Methylase, Helicase, RNA-splicing, RNA-binding, etc.	cgd7_940	T22E16.120 SC35-like splicing factor	871.81
**DNA metabolism** (**2**)	Methytranferase, DNA-binding	cgd2_3070	HMG-box protein	425.65
**Unknown** (**82**)				
**Conserved domains** (**18**)	Conserved domain-containing	cgd2_200	Possible apicomplexan-specific protein	1,742.09
**Membrane** (**15**)	Predicted membrane proteins	cgd6_780	Predicted extracellular protein	849.61
**Unknown** (**49**)	Hypothetical/unknown	cgd3_1570	Unknown, possible sporozoite antigen	1,957.29

* A list of genes with detailed information on the normalized expression levels, their ranks, and categories is provided in Additional file 2, Table S1.

Approximately 41% of the annotated Group I genes were associated with gene expression functions, including those involved in core functions in expression (e.g., RNA synthesis, transcription and translation, 13% or 112 genes); ribosome biogenesis (14% or 122 genes); and RNA metabolism or modification (e.g., RNA helicases, RNA binding proteins, and factors involved in RNA degradation, splicing, methylation or polyadenylation, 17% or 150 genes) (Figure 4A). Among these genes, those involved in ribosome biogenesis, with a single exception, were expressed at top three quartiles and the majority of them (94 genes) were ranked at top quartile (Figure 4B). Another group of related genes were those associated with protein degradation, as indicated by the active expression of a large number of genes encoding proteosome subunits and ubiquitin pathway (i.e., 38 out of a total number of 67 genes), suggesting that proteins in the oocysts were actively recycled and suggesting a finite lifespan.

Genes encoding enzymes, excluding a few mitochondrial genes that were separately listed, constituted the second major group of expressed genes. Among them, 25% (or 219 genes) were expressed at varied levels, relatively evenly across the 4 quartiles (Figure 4B). A slightly less number of enzyme genes (170) were either lowly or unexpressed. Nearly half of the expressed enzymes were involved in post-translational modification of proteins (i.e., 98 out of the total 219 genes), including protein phosphatases, protein kinases, peptidases and protein folding elements. In contrast, DNA metabolism was much less active than the gene expression-associated pathways (Figure 4B). Among them, relatively more genes associated with the DNA repair than those involved in DNA replication were expressed, although none of them had the top quartile signals.

These observations indicate that *C*. *parvum* devotes significant resources to the gene expression and the synthesis, modification and degradation of proteins in the oocysts. Considering the inability of *Cryptosporidium* to synthesize any nutrients de novo, including amino acids [11,12,16], we speculate that the parasite relies heavily on protein degradation pathways to recycle amino acids. In this manner a protein synthetic capacity is maintained in environmental oocysts that have no access to the host cells to scavenge nutrients.

In addition to protein modifications, various core metabolic pathways were active in oocysts. 

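The 40 genes drawn in Figure 5 are all on the array. In the control channels, 23 of them were well above background on all 8 arrays and 6 on none. The 6 were the genes for glycogen branching enzyme (cgd6_3750), T6PS-TP (cgd8_4940), glucose phosphate isomerase (PGI, cgd2_3200), PGM1 (cgd1_1710), PGM2 (cgd6_4330) and ADH1 (cgd8_1700). A total of 16 of the 40 genes were in Group I and 24 in Group III. Enolase (cgd5_1960) had a control signal of 13.88 ± 0.11 (log2, SD, n = 4 samples) with a mean SBR of 274, and GAPDH (cgd6_3790) had 12.65 ± 0.10 with a mean SBR of 124. Apart from LDH, whose rank is given below, these genes were not ranked by signal.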

As expected, many enzymes involved in energy metabolism, such as glycolysis and fermentation, were expressed at relatively high levels (Figure 3, Figure 5 and Table 1). Oocysts appear to be able to use both amylopectin and hexoses as an energy and carbon source. 

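Among enzymes of amylopectin metabolism, glucan phosphorylase (cgd6_2450) was well above background in all 8 control channels and was in Group I. Glycogen debranching enzyme (cgd6_880) was also detected in all 8, amylase (cgd5_2910) in 7 and one branching enzyme (cgd6_3280) in 6. The probes of amylase were above background in 7, 0 and 0 of these channels, and those of cgd6_3280 in 6, 4 and 0. The other branching enzyme (cgd6_3750) was not well above background in any. Hexokinase (HK, cgd6_3800), the entry of hexoses, was well above background in all 8 control channels, although its spots did not pass the limits of Group I in 5 arrays.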

Remarkably and highly unique, the lactate dehydrogenase (LDH) gene (cgd7_480) was expressed at the highest level among all genes (Figure 3, Figure 5 and Table 1).

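LDH (cgd7_480) had the highest normalized control signal of the 3805 genes, 17.21 ± 0.20 (log2, SD, n = 4 samples), and ranked 1 on each of the 8 arrays. Its 3 probes ranked 1, 2 and 3 among 10055 probes. The next gene was cgd3_1570. Because probes differ in hybridization, a rank of signals is not a rank of transcript numbers. The rank stayed at 1 without background correction, with the scanner software's processed signals, with the median or the brightest probe of each gene, and without each biological replicate in turn. From the level of LDH and from qRT-PCR of life cycle stages, which was not analysed here, the paper concludes that oocysts rely on lactate production.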

**Figure 5:**
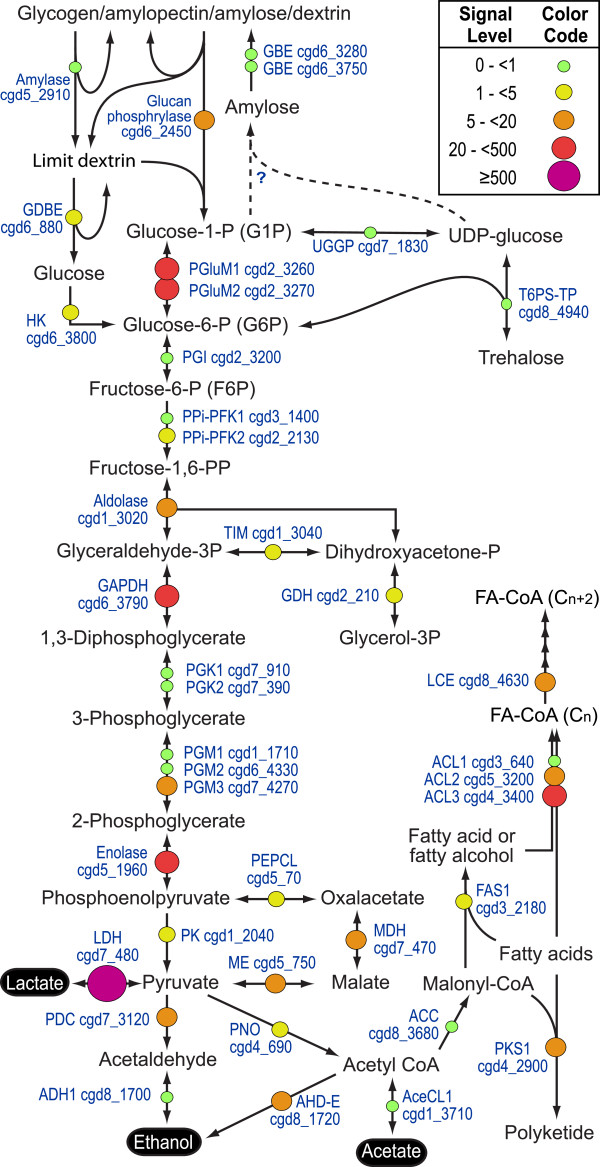
**Illustration of the expression levels of enzymes within the glycolytic pathway and major connections in the *C. parvum *oocysts as determined by microarray analysis.** The expression levels are grouped into 5 major groups by color and size. Abbreviations: ACC, acetyl-CoA carboxylase; AceACL, acetic acid-CoA ligase (aka acetyl-CoA synthetase); ACL, fatty acid-CoA ligase (aka acyl-CoA synthetase); ADH, alcohol dehydrogenase; ADH-E, type E alcohol dehydrogenase (bifunctional); FAS1, type I fatty acid synthase; GAPDH, glyceraldehyde phosphate dehydrogenase; GBE, glycogen branching enzyme; GDBE, glycogen debranching enzyme; GDH, glycerol phosphate dyhydrogenase; HK, hexokinase; LCE, long chain fatty acyl elongase; LDH, lactate dehydrogenase; MDH, malate dehydrogenase; ME, malic-enzyme; PDC, pyruvate decarboxylase; PEPCL, phosphoenolpyruvate carboxylase; PFK, phosphofructokinase; PGI, phosphoglucose isomerase; PGK, phosphoglycerate kinase; PGM, phosphoglycerate mutase; PGluM, phosphoglucose mutase; PK, pyruvate kinase; PKS1, type I polyketide synthase; PNO, pyruvate:NADP+ oxidoreductase; T6PS-TP, trehalose 6-phosphate synthase; TIM, triosephosphate isomerase; UGGP, UDP-galactose/glucose pyrophosphorylase.

Because *C*. *parvum* lacks a citrate cycle and cytochrome-based respiratory chain, the parasite relies solely on the glycolysis as an energy and carbon source. To maintain the carbon flow it is capable of producing lactate, alcohol and acetate as organic end products. However, the expressions of other key enzymes for producing acetate (i.e., acetate-CoA ligase [AceCL1]) and alcohol (i.e., the bifunctional E-type alcohol dehydrogenase [ADH-E] and a monofunctional ADH [ADH1]) were much lower than that of LDH (Figure 3 and Additional file 2, Table S1). These observations prompted us to investigate the roles of the three end products in other parasite life cycle stages. 

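In the control channels, AceCL1 (cgd1_3710) was well above background on 7 of 8 arrays, with a mean SBR of 1.80. ADH-E (cgd8_1720) was detected on all 8 arrays, passed the limits of Group I on all 8, and had a mean SBR of 6.49. ADH1 (cgd8_1700) was not well above background on any array, with a mean SBR of 1.37. The mean SBR of LDH was 2379. These ratios come from different probes and give no ratio of transcript numbers.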

Our qRT-PCR analysis of LDH, ADH-E, ADH1 and AceCL1 genes showed that the LDH gene was expressed at >100-fold higher levels in the oocysts and free sporozoites than in the intracellular developmental stages (Figure 6A). In contrast, the expression levels of genes encoding the acetate- and alcohol-producing enzymes were low in the oocysts and free sporozoites, but elevated in the intracellular stages (Figure 6B), suggesting that these genes played differentiated roles during the complex parasite life cycle.

**Figure 6:**
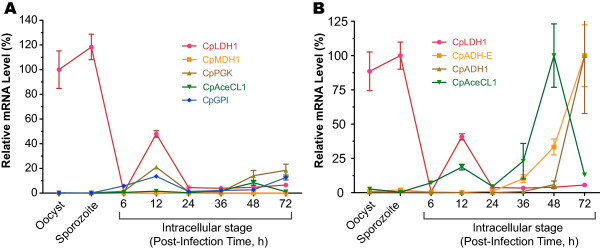
**Relative level of *CpLDH1 *gene expression in the oocysts, excystated sporozoites and various intracellular developmental stages in comparison with selected genes as determined by qRT**-**PCR.** (**A**) Comparison of *CpLDH1* expression with 4 other glycolytic genes. All levels are relative to that of *CpLDH1* in the oocysts. (**B**) Comparison of *CpLDH1* expression with three other genes responsible for producing different organic end products. In this panel, individual genes were separately calibrated, relative to the highest level within individual genes.

Recently, Mauzy and colleagues have reported a comprehensive transcriptome analysis of all annotated genes in *C*. *parvum* during intracellular development by qRT-PCR, albeit the lack of data on the oocysts and free sprozoites [17]. Data extracted from their study on the expressions of LDH, ADH-E, ADH1 and AceCL genes during intracellular stages followed similar patterns as observed in this study; that is, peak expression at 12 h post-infection for LDH, but at 48–72 h for the other three genes (Additional file 3: Figure S2). *Cryptosporidium* LDH gene is unique among apicomplexan orthologs, as it is known to have evolved from the malate dehydrogenase (MDH) gene following gene duplication after the genus diverged from other apicomplexans [18]. Our data indicate that this unique gene plays a more important role in the energy metabolism in the parasite oocysts than in the intracellular stages.

As expected, oocysts were active in maintaining intracellular ion homeostasis and organellar pH, as well as subcellular transport of nutrients. Specifically, 9% (75) of the Group I genes encoded transporters that were expressed at varied levels; including ATP-binding cassette (ABC) family proteins, vacuolar (V-type) ATPases, various P-type ATPases responsible for ion transports and a subset of nutrient transporters (such as sugar transporters) (Figure 4, Table 1 and Additional file 2: Table S1).

Structure protein genes represented 4% of the expressed genes, which included mainly cytoskeletal proteins (n = 51) and five oocyst wall proteins, although most of them were expressed at low quartile levels. 

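Actin (cgd5_3160) was well above background in all 8 control channels with each of its 3 probes. Its control signal was 14.57 ± 0.18 (log2, SD, n = 4 samples) and its mean SBR was 403. Signals of other genes of cytoskeletal proteins were not compared here.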

Among cytoskeletal proteins, actin expression was the highest, along with many other microfilamental proteins (Figure 4, Table 1 and Additional file 2: Table S1). In contrast, tubulins and other microtubule-associated proteins were mostly expressed at low to near background levels, which implies that the parasite oocysts are probably more active in maintaining intracellular trafficking than maintaining its structure.

The membrane protein group included mucins, TRAP and other thrombospondin domain-containing proteins [19-23], and proteins involved in membrane or vesicular sorting or trafficking. Other hypothetical proteins and enzymes could also be membrane-associated. Around 5% of the expressed genes belonged to this group (Figure 3 and Table 1). A subset of genes involved in membrane/vesicular sorting/transporting was expressed, indicating that the oocysts maintain certain level of membrane trafficking. The highest observed expression levels were among mucin-like proteins, particularly CpMuc5 (cgd2_430) that has been described as a marker in *C*. *parvum* infection [19-21]. 

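CpMuc5 (cgd2_430) was well above background in all 8 control channels, passed the limits of Group I on all 8 arrays, and had a control signal of 16.40 ± 0.12 (log2, SD, n = 4 samples) with a mean SBR of 1399. Other mucin-like genes were not analysed here.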

The data suggest that mucin-like proteins are also important in the oocysts, possibly in maintaining and stabilizing the membrane structure under the hostile environment, or localization on the surface membrane of sporozoites in preparation to encounter the midgut environment and interaction with host cells.

Stress-related genes consists of various chaperonins/heat shock proteins (HSPs) and proteins for maintaining redox homeostasis. Among the 38 chaperon proteins of various classes, 27 were expressed. There were 4 major classes of proteins involved in cellular redox homeostasis (total 19 genes). Among them, all three glutaredoxin-associated genes and 5 (out of 13) thioredoxin-associated genes were expressed at various levels. However, signals for superoxide dismutases (SOD) and ferredoxin/ferredoxin reductase (Fdx/FdxR) were at or near background level, implying that in oocysts the SOD and the mitochondrial Fdx/FdxR pair were less important than the glutaredoxin and thioredoxin-associated pathways.

Among proteins predicted to reside in the relict mitochondria in *C*. *parvum*, a subset of genes encoding mitochondrial carrier proteins and translocases were active. Like the Fdx/FdxR pair, alternative oxidase (AOX) was not or lowly expressed. In contrast, the ion-Sulfur [FeS] cluster assembly pathway is active. It is known that *C*. *parvum* does not possess a complete F-ATPase, but only has two headpieces (i.e., α- and β-subunit) [16], for which their functional role remains to be defined. These two subunits were highly expressed in the oocysts (Table 1), suggesting that the standalone headpiece complex may play a role in the environmental oocyst stage.

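The β subunit of the mitochondrial ATP synthase (cgd2_1360), which Table 1 lists, was well above background in all 8 control channels. It passed the limits of Group I on all 8 arrays, with a control signal of 14.12 ± 0.16 (log2, SD, n = 4 samples) and a mean SBR of 295. The α subunit was not analysed here.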

A total of 1,048 hypothetical genes with undefined functions (vs. 876 functionally annotatable ones) were actively expressed at different levels in the oocysts (e.g., cgd3_1570, unknown, possible sporozoite antigen); as well as proteins containing apicomplexan-specific domains (e.g., cgd2_200), or predicted membrane proteins (e.g., cgd6_780) (Table 1 and Additional file 2: Table S1). 

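The 3 genes named here were in Group I and were well above background in all 8 control channels. The control signal was 16.59 ± 0.11 (log2, SD, n = 4 samples) for cgd3_1570, 16.38 ± 0.19 for cgd2_200 and 15.35 ± 0.14 for cgd6_780. The functional categories of other genes were not used here.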

Investigations on these genes may help to elucidate their functional roles in the survival and stress-resistance of parasite oocysts in the environment.

The environmental oocyst stage is also present in other intestinal and cyst-forming coccidia, such as *Eimeria tenella* and *Toxoplasma gondii*; although global gene expression profile data in the sporulated oocyst stage is at present only available for *T*. *gondii*[24]. Although the report mainly summarized the highly regulated *T*. *gondii* genes between tachyzoites, bradyzoites, and oocysts sporulated for various days [24], we were able to extract the expression data on individual developmental stages from ToxoDB ( http://www.ToxoDB.org) for a snapshot comparison with those in *C*. *parvum*. Among the top 100 highly expressed genes in fully sporulated *T*. *gondii* oocysts (i.e., sporulated for 10 days that is comparable with sporulated *C*. *parvum* oocysts), the majority (n = 52) were annotated as hypothetical. Among the remaining 48 genes, the largest group belonged to the secretory antigens/proteins (n = 18), including micronemal proteins (MIC), surface antigen 1-related sequences (SRS) and dense granule proteins (GRA), followed by enzymes (n = 10) (Additional file 4: Table S2), which differed from the expression profiles in *C*. *parvum* oocysts that was characterized by the high number of genes associated with ribosomal biogenesis, enzymes, and gene expression (Table 1). We also analyzed LDH gene expression profiles in *T*. *gondii*; namely, two LDH genes that are known to be differentially expressed in tachyzoites and bradyzoites [24]. The microarray data by Fritz and colleagues confirmed this finding, and also showed that the two LDH genes are differentially expressed in *T*. *gondii* oocysts. Specifically, the LDH1 gene (TGME49_032350) was expressed at much higher levels than the LDH2 gene (TGME49_091040) in oocysts with various sporulation times (Additional file 5, Figure S3). However, unlike the LDH gene in *C*. *parvum*, neither LDH1 nor LDH2 genes in *T*. *gondii* displayed extremely higher levels of expression in oocysts in comparison with either their expressions in other developmental stages or the expression of other genes in the oocysts (Additional file 5; Figure S3). Thus the difference in gene expression profiles in sporulated oocysts between *C*. *parvum* and *T*. *gondii* might reflect different metabolic features and adaptation of life cycle styles between these two apicomplexans.

### Gene expression in the oocysts in response to the UV irradiation

To identify an appropriate dose of UV treatment to study the global gene expression responses, we first determined the survival curve of *C*. *parvum* oocysts against increasing UV_254_ doses, as determined by a qRT-PCR-based assay of their ability to infect HCT-8 cells in vitro (Figure 7). We then selected the ID_20_ dose (2.8 mJ/cm^2^) that could introduce sufficient damages, but also allow the recovery of the majority of the irradiated oocysts. Both control and UV-treated oocysts were allowed to recover for 0.5 h and 5 h to represent relatively short and long post-irradiation recovery times.

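Oocysts received a UV dose of 2.8 mJ/cm2, and RNA of UV-irradiated and untreated oocysts was compared on each array as the log2 ratio of UV to control. Ratios of the technical arrays of one biological replicate were averaged, which gave 2 values at 0.5 h and 2 at 5 h. The 4 values of each gene were fitted together in limma with a UV coefficient for each time and a term for dye orientation, and p-values were adjusted by the Benjamini-Hochberg method over 3805 genes. The methods name a mixed model with treatment and dye and a random slide and array, and also a Student test. The fit leaves 1 residual degree of freedom per gene, to which limma added 4.26 prior degrees of freedom from all genes. The dye term takes up any gap between replicates 1 and 2 that both times share. The p-values therefore do not measure that gap. In simulated data, 200 of 3805 genes were changed by 1 on the log2 scale at 0.5 h. This fit called 100% of them, and 1.48% of its calls were unchanged genes. The simulated changes were placed in genes above the median signal, with a dye bias alike at both times, as the fit assumes. These rates therefore do not carry over to dim genes or to smaller changes. The median fitted change was 0.871 of the simulated one. Across 3805 genes, the log ratios of the 2 biological replicates correlated at r = 0.57 at 0.5 h (Spearman's rho 0.44) and at r = -0.03 at 5 h (rho -0.08). Technical arrays of one biological replicate correlated at r = 0.743 to 0.848. With the scanner software's processed signals, the biological replicates correlated at r = 0.379 at 0.5 h and -0.111 at 5 h. With median centring in place of loess, they correlated at -0.824 and -0.912. The 2 replicates differ in dye orientation, so dye bias left by median centring would make r negative. These correlations are across genes, which are not independent replicates.

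**Figure D1:**
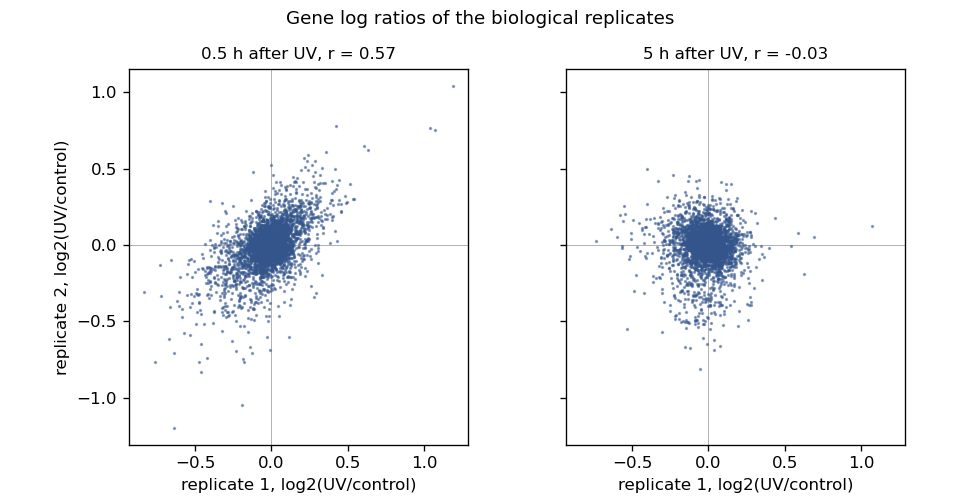
Each point is 1 of 3805 genes, with its log2 ratio of UV to control in biological replicate 1 on the x axis and in replicate 2 on the y axis, at 0.5 h (left) and 5 h (right) after irradiation. The points at 0.5 h stretch along the diagonal (r = 0.57), and those at 5 h do not (r = -0.03).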

**Figure 7:**
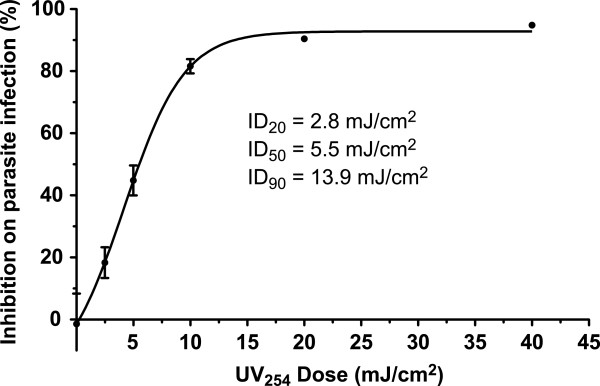
**Effect of UV**_**254 **_**irradiation on the *C. parvum *oocyst viability as determined by a qRT-PCR-based in vitro infection assay.** The ID_20_ value was determined at 2.8 mJ/cm^2^.

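In the limma fit of the 10055 probes, 2565 probes had an unadjusted p-value of at most 0.05 at 0.5 h and 1213 at 5 h, where 503 would be expected by chance at each time. A total of 3096 probes, of 1744 genes, were past this limit at one or both times. After Benjamini-Hochberg adjustment, 1522 probes were changed at 0.5 h and 121 at 5 h. The methods' t-test of 4 UV and 4 control channels gave 905 and 412 probes at the same unadjusted limit, and 47 and 0 probes after adjustment. Without the dye term, 1456 and 422 probes were past the unadjusted limit, and with the 8 arrays as independent replicates 3513 and 2160.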

Our microarray analysis identified 2,770 and 1,409 probes in the 0.5 h and 5 h groups, respectively, that were statistically significantly changed in expressions (*p* ≤ 0.05), which gave a total number of 3,659 probes (1,855 genes) that were statistically significantly changed in one or both groups (Table 2, also see Additional file 6: Table S3 for a complete list). The means of signal intensity of individual genes were determined from multiple probes and arrays, and used to calculate *p*-values by Student *t*-test and the false discovery rate (FDR) *q*-values by the Storey and Tibshirani method [25]. 

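At 0.5 h, 433 of 3805 genes had an adjusted p-value of at most 0.05 by limma, 179 higher and 254 lower after UV, and 430 of the 433 changed in the same direction in both biological replicates. At 5 h, 0 genes passed, and 497 had an unadjusted p-value of at most 0.05, 167 higher and 330 lower. The lowest adjusted p-value at 5 h was 0.107. With Storey-Tibshirani q-values from the same fit, 628 genes passed at 0.5 h and 0 at 5 h. Treating the 8 arrays as independent replicates gave 1244 and 600 genes, the most of any alternative, although technical arrays share their RNA. When only genes of Group I were tested, 491 genes passed at 0.5 h and 166 at 5 h. Median centring in place of loess gave 759 genes at 0.5 h, 75 higher and 684 lower, and 117 at 5 h. Without the dye term, 0 genes passed by limma at either time, with 646 and 239 genes at an unadjusted p-value of at most 0.05. With any one of the 4 biological replicates left out, 0 genes also passed, with 335 to 698 genes at the unadjusted limit at 0.5 h and 168 to 303 at 5 h. The methods' t-test on the same replicates gave 120 genes at 0.5 h and 76 at 5 h at its unadjusted limit, and 0 after adjustment. At 0.5 h, 940 genes were well above background in neither channel on any array, and 1063 at 5 h.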

Using *q* ≤ 0.05 as the cutoff value, we identified 1,306 and 973 genes in the 0.5 h and 5 h groups, respectively, that were significantly changed in expression. 

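Of the 20 genes of Figure 3B, 15 were changed at 0.5 h at an adjusted p-value of at most 0.05 by limma over all genes, 10 of them higher and 5 lower. Adjusted over the list alone, 16 were changed, which is not independent evidence where the list was chosen on these samples. Fitted fold changes of genes detected in both channels ranged from 0.626 to 1.34, and 18 of the 20 genes changed in the same direction in both biological replicates. The qRT-PCR fold changes were not analysed here.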

Our qRT-PCR analysis of selected genes with different fold changes in the 0.5 h group also confirmed that the microarray data were generally reliable, although the exact fold changes might slightly vary between the two sets of data (Figure 3B). Among these regulated genes, we observed changes ranging from 2.48-fold (cgd8_5030, articulin family protein) to 0.33-fold (cgd1_1690, PDH finger containing protein) in the 0.5 h group, and from 1.97 (cgd7_2980, low complexity protein with a potential C2C2 zinc ribbon) to 0.543 (cgd5_4270, hypothetical membrane protein) in the 5 h group (Table 3).

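Fitted fold changes of all 3805 genes ranged from 0.529 to 2.16 at 0.5 h and from 0.686 to 1.52 at 5 h. The background offset draws ratios of dim genes toward no change, so these ranges depend on it. At 0.5 h, 1 gene rose at least 2-fold and 0 fell as far. The largest rises among genes changed in the same direction in both replicates were 2.16-fold for cgd3_1410 (adjusted p = 0.0113 by limma), 1.88-fold for cgd1_840 (adjusted p = 0.0114) and 1.87-fold for cgd4_1160 (adjusted p = 0.00286), and the largest falls were to 0.529-fold for cgd1_3290 (adjusted p = 0.00286), 0.588-fold for cgd7_10 (adjusted p = 0.0111) and 0.626-fold for cgd6_4950 (adjusted p = 0.0367). These p-values leave out the gap between replicates that both times share. At 0.5 h the replicates of cgd1_3290 were at 0.641-fold and 0.436-fold, and those of cgd4_1160 at 2.06-fold and 1.70-fold. Without the dye term, 0 genes passed at 0.5 h. The articulin family gene cgd8_5030 changed 1.28-fold (adjusted p = 0.0164), as the mean of probes that changed 2.01-fold, 1.04-fold and 0.999-fold. The PHD finger gene cgd1_1690 changed 0.813-fold (adjusted p = 0.0169). At 0.5 h its control channel was well above background on 4 of 4 arrays and its UV channel on 1 of 4, so the fall may be larger than fitted. One probe carried the fall and was well above background on 6 of 8 control channels, and its other probes were on 0. At 5 h, the UV channel of cgd7_2980 was well above background on 1 of 4 arrays and its control channel on 0, and cgd5_4270 was not well above background in either channel on any array, so no fold change is given for these genes. Of the 21 genes that Table 3 ranks by their change at 0.5 h, 21 changed here in the direction of the table and 19 had an adjusted p-value of at most 0.05. Of the 9 genes ranked by 5 h, 8 were not well above background in either channel on any 5 h array.

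**Figure D2:**
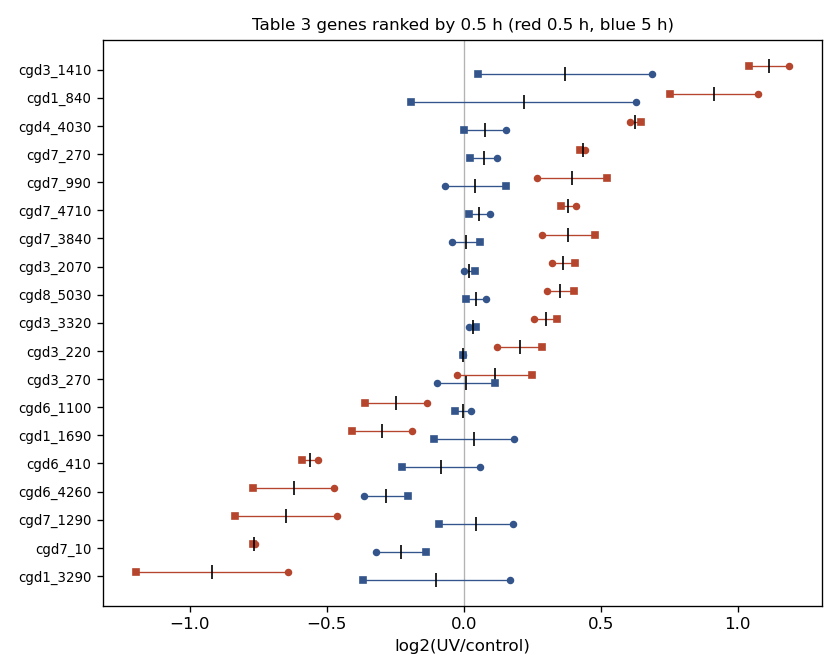
Log2 ratio of UV to control (x axis) of 19 genes of Table 3 ranked by their change at 0.5 h, at 0.5 h (red) and 5 h (blue), with circles for biological replicate 1, squares for replicate 2 and a black tick for the fitted value. The genes run from the largest rise, cgd3_1410 at 2.16-fold, to the largest fall, cgd1_3290 at 0.529-fold, at 0.5 h.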

**Table 2:** **Distribution of genes with significant changes in expressions based on their fold changes** (**threshold** = ±**1**.**2 fold**) **in the groups with 0**.**5 h and 5 h of recovery times after UV irradiation**

**Group(fold changes)**	**0**.**5 h(>1.2)**	**0.5 h(0**.**8-1**.**2)**	**0.5 h(<0.8)**	**Total**
**5 h** (>**1**.**2**)	31	100	11	142
**5 h** (**0**.**8**-**1**.**2**)	236	1,183	184	1,603
**5 h** (<**0**.**8**)	6	77	27	110
**Total**	273	1,360	222	1,855

**Table 3:** **List of top 15 up**- **and 15 down**-**regulated genes in the two UV**-**treated experimental groups**

**Functional Group**	**Fold(0.5h)**	**Fold(5 h)**	**GeneID**	**Gene Description**
**Top 15 up**-**regulated genes upon UV**-**treatment**				
Structure	2.479	1.169	cgd8_5030	articulin family protein, Pfs77 protein-related
Unknown	2.432	1.079	cgd7_3840	conserved hypothetical protein
Unknown	2.192	1.287	cgd3_1410	small hypothetical protein
Unknown	2.119	1.068	cgd3_2070	hypothetical protein
Unknown	2.003	1.074	cgd7_990	hypothetical protein
Unknown	1.985	1.032	cgd1_840	conserved hypothetical protein
Unknown	1.057	1.968	cgd7_2980	low complexity protein with C2C2 zinc ribbon
Redox homeostasis	1.861	0.987	cgd8_3510	thioredoxin-like protein, fragment
Unknown	1.860	1.111	cgd7_270	conserved hypothetical protein
Enzyme	1.845	1.142	cgd3_3320	putative phenylalanyl-tRNA synthetase
Unknown	1.032	1.831	cgd2_1040	flavohemoprotein b5+b5R (DJ676J13.1), putative
Unknown	1.808	1.068	cgd3_270	hypothetical protein
Unknown	1.808	1.089	cgd4_4030	hypothetical protein
Unknown	1.786	1.127	cgd7_4710	conserved hypothetical protein
Unknown	1.782	1.074	cgd3_220	hypothetical protein
**Top 15 down**-**regulated genes upon UV**-**treatment**				
Unknown	1.180	0.543	cgd5_4270	hypothetical protein, signal peptide & TM domain
Unknown	1.098	0.589	cgd6_4430	hypothetical protein
Unknown	1.086	0.587	cgd2_4060	hypothetical protein, 12 transmembrane domains
Enzyme	1.005	0.595	cgd4_960	phosphomannomutase
Unknown	0.979	0.549	cgd6_290	hypothetical protein
Unknown	0.974	0.552	cgd5_260	hypothetical protein
Enzyme	0.856	0.591	cgd6_4020	phosphdiesterase, putative
RNA metabolism	0.594	0.946	cgd6_410	Sgn1p-like RRM domain containing protein
Unknown	0.591	1.040	cgd6_1100	signal peptide-containing protein
Unknown	0.590	0.776	cgd6_4260	Low complexity protein
Unknown	0.582	1.260	cgd8_2760	conserved hypothetical protein
Unknown	0.577	0.850	cgd7_10	hypothetical protein
Enzyme	0.529	0.965	cgd1_3290	carboxylesterase, putative
Unknown	0.516	1.091	cgd7_1290	hypothetical protein containing a signal peptide
Unknown	0.329	1.117	cgd1_1690	PHD finger containing protein

To determine the patterns of gene expression changes in oocysts, we selected ±1.2-fold (±20%) change as the empirical cutoff value for “highly regulated” expressions, and genes were grouped into 3 clusters: >1.2 (up-regulated); between 1.2 and 0.8 (less regulated middle range); and <0.8 (down-regulated). This categorization allowed us to address the dynamics in the gene expressions after short (0.5 h) and long (5 h) post-irradiation recovery times with 9 distinguished clusters (e.g., cluster 1 genes maintaining up-regulated gene expression in both 0.5 h and 5 h groups; cluster 2 genes were first up-regulated and then resumed to near normal (middle range); cluster 3 genes were changed from up-regulated to down-regulated, and so forth) (Additional file 7: Figure S4). A complete list of genes grouped by major functions under the 9 patterns is provided in Additional file 6: Table S3, and summarized in Table 4.

**Table 4:** Functional categorization of significantly regulated genes in the oocysts upon UV irradiation

**Group 0**.**5 h**	**Up**	**Up**	**Up**	**Mid**	**Mid**	**Mid**	**Down**	**Down**	**Down**	**No**. **Total**	**% Total**
**Group 5**.**0 h**	**Up**	**Mid**	**Down**	**Up**	**Mid**	**Down**	**Up**	**Mid**	**Down**		
**Cluster**	**1**	**2**	**3**	**4**	**5**	**6**	**7**	**8**	**9**		
**Enzyme**	2	25	0	15	149	16	0	19	1	227	12.24
**RNA metabolism**	0	18	0	2	65	2	0	8	3	98	5.28
**Gene expression**	0	9	1	1	57	1	0	10	1	80	4.31
**Ribosome biogenesis**	0	7	0	0	74	0	0	7	4	92	4.96
**Transporter**	0	15	0	3	44	3	0	6	0	71	3.83
**Membrane**	0	6	0	1	24	3	0	4	0	38	2.05
**DNA metabolism**	2	9	0	0	33	1	0	2	0	47	2.53
**Protein degradation**	0	2	0	6	32	0	1	3	0	44	2.37
**Structure**	2	4	0	0	16	2	0	1	0	25	1.35
**Chaperonin**	1	2	0	2	18	2	0	2	0	27	1.46
**Cell cycle**	0	5	0	1	7	0	0	1	0	14	0.75
**Chromatin**	1	4	0	0	12	0	0	0	0	17	0.92
**Redox homeostasis**	0	2	0	0	12	1	0	1	0	16	0.86
**Mitochondrial**	0	4	0	0	5	0	0	1	1	11	0.59
**General**	0	0	0	1	2	0	0	1	0	4	0.22
**Total annotatable**	8	112	1	32	550	31	1	66	10	811	43.72
**Unknown function**	23	124	5	68	633	46	10	118	17	1044	56.28
**Grand Total**	31	236	6	100	1183	77	11	184	27	1855	100.00

Note: Up = up-regulated (fold changes >1.2), Mid = less significantly regulated “middle” group (fold changes between 0.8 to 1.2), Down = down-regulated (fold changes <0.8).

Based on the ±1.2-fold cutoff, 1,183 (~64% of the 1,855 genes with *p*-values ≤ 0.05) were considered as “less regulated (middle range)” in both 0.5 h and 5 h groups (cluster 5) (Table 4). 

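In the limma fit, 1189 genes had an unadjusted p-value of at most 0.05 at one or both times. With limits of 1.2-fold and 0.8-fold, 1004 of them (84.4%) were in the middle range at both times, and 185 were past a limit at one or both. The alternative that moved the latter number most was the scanner software's processed signals, with 960 genes. Without 5 h replicate 1 it was 314, counted over all genes, and without each of the other biological replicates 232 to 271.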

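Of the genes past a limit, 84 were above 1.2-fold at 0.5 h and in the middle range at 5 h, and 71 were below 0.8-fold at 0.5 h and in the middle range at 5 h. From the middle range at 0.5 h, 3 genes were above 1.2-fold at 5 h and 8 were below 0.8-fold. With the processed signals, the groups of 84 and 71 held 406 and 279 genes, and without each biological replicate in turn, counted over all genes, 79 to 133 and 65 to 118.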

Most of the other 672 genes fell into the following 4 clusters: 236 (cluster 2) or 184 (cluster 8) genes were first up- or down-regulated in 0.5 h and then returned to the middle range in 5 h, respectively; 100 (cluster 4) and 77 (cluster 6) genes were first in the mid-range (i.e., not highly regulated) and then became up- or down-regulated, respectively. We were able to categorize 811 genes (~44% of the 1,855 genes) into major functional groups, in which the largest group was enzymes, followed by those involved in RNA metabolism, core gene expression and ribosome biogenesis, among others (Table 4). These observations indicated that gene expressions in the oocysts were dynamically and comprehensively regulated during the cause of recovery after UV-irradiation.

At the early 0.5 h recovery time, in a few groups the proportion of up-regulated members appeared to exceed the down-regulated ones, which included those involved in cell cycle control (e.g., CDC and cyclin proteins), DNA metabolism (e.g., DNA repair and replication factors), chromatin associated protein, cytoskeletal proteins and various transporters (Table 4 and Additional file 6, Table S3). The data agreed with our general assumptions that oocysts need to activate pathways to repair DNA, other macromolecules, and cellular components damaged by UV-irradiation. The cytoskeletal rearrangement became more active, which was probably associated with the repair of damaged cytoskeletal components and intracellular trafficking based on the elevated expressions of motor molecules (e.g., dynein subunits, gamma tubulin and microtubule-associated proteins) and a number of membrane-trafficking associated proteins (e.g., various subunits of adaptin and coatomer protein complex).

A large subset of transporters was regulated. Each group of transporters possessed both up- and down-regulated members, with the top up-regulated genes were predominantly ABC-type, ion, nutrient and nuclear transporters that were mostly resumed to near normal levels in 5 h. The highly down-regulated genes were predominantly vacuolar ATPase subunits that remained down-regulated in 5 h. 

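At 0.5 h, the log2 change of the articulin family gene cgd8_5030 was 0.35 ± 0.05 (standard error). The replicates were at 1.24-fold and 1.32-fold. A probe well above background on all 8 control channels carried the change, and a sibling probe also above background on all 8 did not share it. The mucin-like gene cgd2_430, which the paper names for its level in untreated oocysts, changed 0.955-fold at 0.5 h (adjusted p = 0.541 by limma) and 0.982-fold at 5 h, with replicates at 0.866-fold and 1.05-fold at 0.5 h. With median centring in place of loess, cgd2_430 was lower at 0.5 h at an adjusted p-value of at most 0.05. Oocyst wall protein genes were not analysed here.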

The increased expressions of several oocyst wall proteins; articulin proteins that are known to be important in maintaining cell shapes in *Euglena* and ciliates [26,27], and mucin-like proteins suggestive of active repairing on some cell/oocyst surface molecules.

Among stress-related genes, predominant up-regulated members included chaperonins and redox homeostasis, three putative t-complex protein 1 (TCP-1) subunits and several thioredoxin-associated genes; whereas various HSP/DNAj family members, as well as SOD and glutaredoxin-related genes were either much less regulated or down-regulated. It has been reported that a HSP70 gene (cgd2_20) exhibits >10-fold increased expression in response to heat-shock at 45°C for 20 min [28]. These data suggest that different proteins within this functional group are responsible to handle different stresses. 

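At 0.5 h, the glutaredoxin-related gene cgd2_2540 fell to 0.755-fold (adjusted p = 0.0133 by limma), with replicates at 0.769-fold and 0.740-fold, and at 5 h it was at 0.991-fold. HSP70 (cgd2_20) was at 0.928-fold (adjusted p = 0.203) and HSP90 (cgd3_3770) at 1.06-fold (adjusted p = 0.406) at 0.5 h. The thioredoxin-like gene cgd8_3510 was well above background at 0.5 h on 2 of 4 UV channels and on 0 control channels. Its probes, near background, changed 1.32-fold, 1.29-fold, 0.975-fold and 1.07-fold. These channels gave a rise of at least 1.03-fold. The adjusted p-value of 0.0353 by limma belongs to the fitted log ratio and does not test this bound. This bound sets the mean of its UV channels against, for each control channel, the higher of its own signal and the lowest signal of a probe well above background, after loess and Aquantile, with both dye orientations included. TCP-1 subunits and SOD genes were not analysed here.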

The chaperonin containing TCP-1 (CCT) is known to be required for the production/folding of actin and tubulin among the others [29,30]. 

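At 0.5 h, actin (cgd5_3160) was at 0.979-fold (adjusted p = 0.758 by limma), with replicates at 0.971-fold and 0.986-fold. At 5 h it was at 1.02-fold, with replicates at 1.07-fold and 0.972-fold. The standard error was 0.05 (log2) at each time, and the adjusted p-value at 5 h was 0.900.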

The up-regulated expression of TCP-1 subunits correlates well with those of actin and several other cytoskeletal genes.

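At 0.5 h, 87 of the 1189 genes were above 1.2-fold and 87 were below 0.8-fold. Of these, 155 (89.1%) were in the middle range at 5 h. Of the 433 genes changed at 0.5 h, 374 had the same sign at 5 h and 414 were closer to no change. These genes were chosen by their 0.5 h values, which by itself draws later values toward no change. The median of the rises went from 1.20-fold to 1.05-fold and that of the falls from 0.820-fold to 0.922-fold. In a direct test of the difference between the times by limma, 2 genes had an adjusted p-value of at most 0.05, the lowest being 0.0385, and 472 had an unadjusted p-value of at most 0.05.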

In the 5 h group, the majority of the highly up- or down-regulated genes resumed, or displayed a clear trend toward the middle-range levels of expression (clusters 2 and 8). 

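In the same counts, 3 genes stayed above 1.2-fold at both times and 16 stayed below 0.8-fold. The 3 were cgd3_1410, cgd6_4280 and cgd7_3420, all well above background in both channels on all 5 h arrays and higher in both biological replicates at 5 h. Apart from cgd3_1410, they were named after their values were seen. The 5 h replicates of cgd3_1410 were at 1.61-fold and 1.04-fold, so replicate 2 alone was under 1.2-fold. Of the 16, 15 were lower in both replicates at 5 h. The lowest adjusted p-value at 5 h was 0.116 among the 3 genes and 0.107 among the 16. With the processed signals the groups held 41 and 74 genes. Counted over all genes, they held 8 and 22 without 5 h replicate 1, 7 and 16 without 5 h replicate 2, 2 and 19 without 0.5 h replicate 1, and 3 and 11 without 0.5 h replicate 2.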

Only 31 or 27 genes stayed either up- or down-regulated expressions, respectively, in both 0.5 h and 5 h groups (clusters 1 and 9), in which only a small number of genes could be functionally categorized. Among them, genes encoding a DNA replication licensing factor (cgd2_1250) and DNA polymerase epsilon subunit (cgd8_1240) remained up-regulated in both 0.5 h and 5 h groups, which suggested that DNA repair machinery in the oocysts was activated soon after UV-irradiation, and lasting for >5 h. 

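The DNA replication licensing factor gene cgd2_1250 and the DNA polymerase epsilon subunit gene cgd8_1240 were not well above background in either channel on any array at 0.5 h or at 5 h. No fold change is given for these genes. From their up-regulation in both groups, the paper proposes that DNA repair was activated soon after irradiation and lasted beyond 5 h.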

The data were generally in agreement with our previous observations on a select panel of DNA repair-associated genes in the parasite in response to UV-irradiation [31]. Additionally, the long-lasting up-regulated expressions of γ-tubulin and a microtubule-associated protein indicated that the cytoskeletal elements underwent substantial rearrangements in the parasite, probably as needed for transporting and recycling the damaged macromolecules and cellular components. Several genes involved in the ribosome biogenesis and RNA metabolism remained down-regulated in both groups, although they were expressed at relatively high levels in normal oocysts.

Few genes had reversed their expression patterns (clusters 3 and 7). However, a substantial number of genes went up or down from the middle range (clusters 4 and 6), in which mostly were enzymes among the annotatable genes. 

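With limits of 1.2-fold and 0.8-fold, 0 genes went from above 1.2-fold to below 0.8-fold and 0 genes from below 0.8-fold to above 1.2-fold. With the scanner software's processed signals, the numbers were 5 and 11.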

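Of the 3 genes that rose past 1.2-fold only at 5 h, cgd5_2160, cgd6_3370 and cgd7_3500, 2 were higher in both biological replicates. Both channels were well above background on all 5 h arrays in 2 of the 3. The 3 genes were named after their values were seen. Of the 8 genes that fell below 0.8-fold only at 5 h, 7 were lower in both replicates. The lowest adjusted p-value at 5 h was 0.174 among the 3 and 0.107 among the 8. With the processed signals the groups held 74 and 70 genes, and without 5 h replicate 1 they held 42 and 98, counted over all genes.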

The proteasome and ubiquitin associated genes appeared to be the group after the enzymes with more genes went up in 5 h group from mid-range expressions in 0.5 h group (cluster 4). In this group, there were also three and one lowered expressed genes bounced back to mid-range or higher levels of expression, separately (clusters 7 and 9), but none went further down, indicating that the activities associated with protein degradation and amino acid recycling remained relatively high for a substantial long time after UV-irradiation.

More regulated genes could not be annotated into functional groups, which included those encoding hypothetical or membrane proteins (Table 4). Further functional analyses of these genes may not only assist in their annotations, but also shed new light into their functions and roles in response to environmental stresses.

## Conclusions

We have developed an Agilent microarray for *C*. *parvum* (CpArray15K) that covers all predicted ORFs in the parasite genome. Using CpArray15K coupled with real-time qRT-PCR of selected genes, we have observed that the parasite oocysts are highly active in protein synthesis based on the high levels of expressions of genes associated with ribosome biogenesis, transcription and translation. Proteasome and ubiquitin associated components are also highly active, implying that this environmental stage of parasite may employ protein degradation pathways to recycle amino acids in order to overcome an inability to synthesize amino acids de novo.

The energy metabolism in oocysts is highly active, as expected, and featured by the highest level of expression of the LDH gene in the oocysts. *Cryptosporidium* is able to produce lactate, alcohol and acetate as organic end products. Our follow-up qRT-PCR analysis confirms that the oocysts rely on lactate production, whereas the intracellular parasite developmental stages likely depend more on alcohol and acetate end products to maintain essential carbon flow.

In response to UV-irradiation, the parasite oocysts undergo complex and dynamic regulations in gene expression. The majority of the top regulated genes changed their expression levels by around +2.5 and −3.0 folds, respectively, with only a few genes showing ≥2-fold changes. Increased activations in DNA repair and intracellular trafficking were also observed. Among the stress-related genes, TCP-1 family members and some thioredoxin-associated genes appear to play important roles in the recovery of UV-induced damages in the oocysts. Our observations also implied increased activities in cytoskeletal rearrangement and intracellular membrane trafficking in the parasite oocysts upon UV irradiation.

CpArray15K is the first microarray chip developed for *C*. *parvum*, which provides the *Cryptosporidium* research community a needed tool to study parasite transcriptome and functional genomics. Although next generation of sequencing (NGS)-based RNA-Seq has been used increasingly in transcriptome analysis, microarray remains a powerful complementary technology with advantages on low costs, short turn-round time and ease of data generation [32]. CpArray15K has been successfully used in profiling the gene expressions in the parasite oocysts as well as their responses to UV-irradiation. The current version may be further expanded to include additional probes, such as the non-coding regions and SNPs, by taking advantage of the small parasite genome similar to the multi-functional array developed for *Toxoplasma gondii*[33].

## Methods

### Development of agilent microarray for *C*. *parvum*

Sequence information for *C*. *parvum* (IOWA-1 strain) was retrieved from CryptoDB ( http://www.CryptoDB.org; release 4.9) comprising 3,805 genes which are predicted to encode proteins. For these genes 60-mers of oligonucleotide probes were designed using Array Designer v4.0 by Premier Biosoft (Palo Alto, CA). The microarray consisted of 10,009 *C*. *parvum*-specific probes with one to three probes per gene depending on the gene size (i.e., average 2.63 probe/gene, including 650 genes with single, 106 with two, and 3,049 with three probes). Among them, an additional quality control of 30 replicate probes were made for 47 stress-related genes. The final form of the microarray contained 15,208 *C*. *parvum*-specific probe spots in the microarray, and was thus termed as CpArray15K. The array also contained 77 negative and 459 positive internal control spots specific to the Agilent platform.

### Manipulation of parasite oocysts

Fresh *C*. *parvum* oocysts (IOWA-I strain, one month old) were purchased from Bunch Grass Farm (Deary, Idaho) and used to isolate total RNA. To reduce the effects of temperature change on the gene expression, oocysts were first placed overnight at room temperature. Oocysts were microscopically examined, counted in a hemocytometer, and divided into 8 groups (9 x 10^7^ oocysts/group) in 12-well plates, in which 4 groups were treated with an ID_20_ UV dose at 254 nm (2.8 mJ/cm^2^) in a Stratalinker UV Crosslinker (model 1800, Stratagene). The remaining 4 groups (untreated controls) were placed outside of the Crosslinker during the treatment. After UV-irradiation, the oocysts were further divided into two groups (each containing two treated and two untreated samples, i.e., two biological replicates) and allowed to recover for 0.5 h and 5.0 h, respectively, followed by RNA isolation.

The ID_20_ UV dose was determined by an in vitro assay as described [34,35]. Briefly, fresh oocysts were treated with a serial UV doses (0, 2.5 to 40 mJ/cm^2^), inoculated into the HCT-8 cell monolayers cultured in a 24-well plate, and allowed for excystation and infection for 5 h at 37 °C. Infected cell monolayers were washed with PBS to remove free oocysts for isolating total RNA using Qiagen RNeasy kit, and the relative levels of parasite infection were evaluated by a qRT-PCR assay that determined the relative levels of parasite 18S rRNA [34,35].

### Preparation of cRNA probes and hybridization

Immediately after treatments, all samples were disrupted in 350 μl of lysis buffer and were snap-frozen in liquid nitrogen. Total RNA was then isolated from samples thawed on ice using an RNeasy isolation kit (Qiagen, Valencia, CA). DNA was removed from the isolated RNA samples using RNase-free DNase according to the manufacturer’s protocol. The quality and purity of RNA was determined by NanoDrop ND-1000 spectrophotometer at 260/280 nm (NanoDrop Technologies, Wilmington, Delaware). The integrity of total RNA was assessed with an Agilent Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent Technologies, Palo Alto, CA). Only RNA samples with the RNA Integrity Numbers (RINs) values of ≥6 were used in subsequent analysis.

The probe labeling and hybridization procedures generally followed the Agilent’s recommendations as described [36]. Probes labeled with cyanine 3 (Cy3) or cyanine 5 (Cy5) were prepared from the 8 RNA samples using a two-color dye-swap design using Low Input Quick Amp Labeling Kit (Agilent Technologies). Briefly, 100 ng of total RNA from each sample was first reverse-transcribed into cDNA which was in turn transcribed into Cy3- and Cy5-labeled cRNA probes, respectively (Perkin Elmer, Wellesley, MA). Labeled cRNA was purified with RNeasy Mini columns (Qiagen, Valecia, CA). The quality of each cRNA probes was verified by total yield and specificity calculated based on NanoDrop ND-1000 spectrophotometer measurement (NanoDrop Technologies) (Wilmington, DE). Only probes with specificity >8 were used for hybridization using an In Situ Hybridization Kit Plus (Agilent Technologies). Each array was incubated with an equal amount of Cy3 and Cy5 probes (300 ng) derived from a pair of control and treated samples at 65°C for 17 h in Agilent's microarray hybridization chambers. After washes, the array chips were ready for scanning according to the Agilent protocol.

### Signal acquisition, data analysis and data deposition

Median signals and background intensities in the hybridized microarrays were acquired from both Cy3 and Cy5 channels using an Agilent High-Resolution Microarray Scanner (Santa Clara, CA). Data were globally normalized using LOWESS algorithm [37]. The normalized natural log intensities were analyzed using a mixed model by SAS (SAS, Cary, NC) with a fixed effect of treatment (irradiated or non-irradiated) and dye (Cy5 or Cy3), and random effect of slide and array. We also calculated the means and standard deviations (SDs) of individual probes among 8 arrays, as well as the means and SDs of all individual genes from multiple probes, to evaluate the inter-array and inter-probe variations. Minimum Information About a Microarray Experiment (MIAME) information about this experiment has been deposited to the NCBI’s Gene Expression Omnibus (GEO) database [38]. Microarray data can be accessed with the following accession numbers: GEO platform number GPL14756, GEO series number GSE34307, and sample accession numbers GSE847065 to GSE847072.

To gain insight into the metabolic features in the parasite oocysts, we first performed analysis of data derived from the 4 untreated samples. Genes were grouped based on their expression levels using signal to noise ratio (SNR) and signal to background ratio (SBR) in the 8 arrays as criterions [37]: Group I (positively expressed), SNR > 2.0 and SBR > 2.6 in all spots in at least 5 arrays; Group II (unexpressed to lowly expressed), SNR ≤ 2.0 and SBR ≤ 2.6 in all spots and all arrays; and Group III (lowly expressed), neither Group I nor II, SNR > 2.0 and/or SBR > 2.6 in ≤ 3 arrays.

To study the gene expressions in oocysts in response to UV-irradiation, fold changes in the expressions were derived from the normalized data and expressed as the means of all respective probes in all arrays. Changes were considered as statistically significant in genes with *p*-values ≤ 0.05 by two-tailed Student *t*-test. False discovery rate (FDR) (*q*-values) was calculated using an R program QVALUE according to Storey and Tibshirani [25].

### Real-time quantitative RT-PCR (qRT-PCR)

Total RNA from *C*. *parvum* oocysts, free sporozoites and intracellular developmental stages were used for qRT-PCR analysis. Free sporozoites were obtained by an in vitro excystation procedure, in which 4x10^7^ oocysts were incubated with PBS containing 0.25% trypsin and 0.5% TDC at 37°C for 90 min. Trypsin was then quenched by adding bovine serum albumin (BSA) to the solution (final concentration = 1%), and excysted sporozoites were washed three times in 1X PBS by centrifugation before RNA isolation. Different intracellular developmental stages were obtained by infecting HCT-8 cells in vitro [31,39,40]. Briefly, HCT-8 cells were seeded into 24-well plates and allowed to grow overnight until the cell densities reached to ~80% - 90% confluence. Cells were inoculated with *C*. *parvum* at a host cell:oocyst ratio at 1:1 for 6, 12, 24 and 36 h infection times, or 5:1 for 48 and 72 h infections. After initial incubation for 3 h to allow parasite excystation and invasion, uninfected parasites were removed by a medium exchange. Infected cells were allowed to grow further for specified infection times. Total RNA was isolated from *C*. *parvum* oocysts, free sporozoites and intracellular stages using an RNeasy isolation kit (Qiagen).

A Qiagen one-step RT-PCR QuantiTect SYBR-Green RT-PCR kit was employed to evaluate gene expression levels with the listed primers (Additional file 8: Table S4) as described (e.g., [31,39,40]). Briefly, Each 20 μl reaction mixture contained 10 ng total RNA, 500 nM each primer, 10 nM FITC, 0.25 μl master mix, and 1X QuantiTect SYBR-Green. The mixtures were incubated at 50°C for 30 min to synthesize cDNA, heated at 95°C for 15 min to inactivate the reverse transcriptase, and then subjected to 40 thermal cycles of PCR amplification (95°C for 20 s, 58°C for 30 s, and 72°C for 30 s) with an iCycler iQ real-time PCR detection system (Bio-Rad Laboratories, Hercules, CA). At least 2 qRT-PCR reaction replicates were performed for each sample. The parasite 18S rRNA or GAPDH mRNA levels were used as the internal standard for normalization. All reagents for the qRT-PCR were loaded manually.

In all analyses, the ΔC_T_ values of a target gene were first calculated (i.e., *Δ*C_T[gene]_ = C_T[gene]_ − C_T[18S]_). To determine the relative levels of gene expressions in oocysts and other developmental stages, we used the overall mean of ΔC_T_ values (ΔC_T[mean]_) from all samples in each set of analysis as the baseline for computing ΔΔC_T_ (i.e., *ΔΔ*C_T[gene]_ = *Δ*C_T[gene]_ − *Δ*C_T[mean]_). The relative levels of expression (against the mean) were then expressed by the empirical formula 2^-ΔΔCT^. To determine the gene expression fold changes in response to UV-irradiation, the ΔΔC_T_ values of specified genes were computed between the UV-treated and untreated groups (i.e., $\Delta \Delta {\text{C}}_{\text{T[gene]}}=\Delta {\text{C}}_{\text{T[gene]}}^{\text{(treated samples)}}-\Delta {\text{C}}_{\text{T[gene]}}^{\text{(controls)}}$), followed by the use of the empirical formula 2^-ΔΔCT^ for calculating the fold-changes.

## Competing interests

The authors claim no competing interests.

## Authors’ contributions

GZ contributed to the microarray design, experimental design, data analysis and manuscript writing. HJZ contributed to the microarray and experimental design, participated in data analysis and manuscript writing. HLZ contributed experimental design and carried out most of the experiments including RNA isolation, probe preparation, array hybridization and scan, and qRT-PCR. FGG provided assistance in experiments. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 **Figure S1.** Morphology of *Cryptosporidium parvum* oocysts before (A) and after (B) equilibrated to room temperature overnight (RT O/N). Oocyts were stored at 4 °C prior to equilibration at room temperature overnight before UV-irradiation and RNA extraction to minimize the effect of temperature variations on gene expressions. Click here for file

Additional file 2 **Table S1.** Complete list of Groups I and II genes classified under major functional categories. Their expression levels are indicated by quartiles, i.e., L0 = lowly or unexpressed Group II genes, L1 to L4 = Group I genes with expression levels in the parasite oocysts at bottom to top quartiles. Genes with expression at L0 and L4 levels are highlighted by green and pink colors for easy identification. Click here for file

Additional file 3 ** Figure S2.** Comparison of data derived from Mauzy et al. (2012) and this study by qRT-PCR on the relative levels of *Cryptosporidium parvum* LDH, ADH and AceCL genes in the intracellular developmental stages. Data from Mauzy et al. (2012) were extracted from the CryptoDB databases ( http://www.CryptoDB.org). Click here for file

Additional file 4 **Table S2.** A) Functional clarification of the top 100 genes in *Toxoplasma gondii* with the highest levels of expression in the oocysts sporulated for 10 days; B) List of the top 100 highly expressed genes in the *Toxoplasma gondii* oocysts sporulated for 10 days. Original data were generated by Fritz et al. (2012) and extracted from http://www.ToxoDB.org. Click here for file

Additional file 5 **Figure S3.** Relative levels of the two *Toxoplasma gondii* LDH genes in oocysts, tachyzoites and bradyzoites. Data used in this analysis were extracted from the ToxoDB databases ( http://www.ToxoDB.org). Click here for file

Additional file 6 **Table S3.** Complete list of significantly regulated genes in the oocysts upon UV-irradiation and recovered for 0.5 h and 5 h. Genes are grouped into 9 clusters based their expression patterns. Click here for file

Additional file 7 **Figure S4.** Distribution of regulated genes into 9 clusters based on the expression dynamics in the UV-irradiated oocysts after 0.5 h and 5 h of recovery times. Fold changes in gene expression are shown as ratios of normalized median signals between treated and control groups (T/C). Click here for file

Additional file 8 **Table S4.** List of primers used in this study. Click here for file

# Supplementary material for: Transcriptome analysis reveals unique metabolic features in the Cryptosporidium parvum Oocysts associated with environmental survival and stresses
**Source:** BMC Genomics. 2012 Nov 21;13:647. doi: 10.1186/1471-2164-13-647

**Figure S1.**

Morphology of *Cryptosporidium parvum* oocysts before (A) and after (B) equilibrated to room temperature overnight (RT O/N). Oocysts were stored at 4 C prior to equilibration at room temperature overnight before UV-irradiation and RNA extraction to minimize the effect of temperature variations on gene expressions.

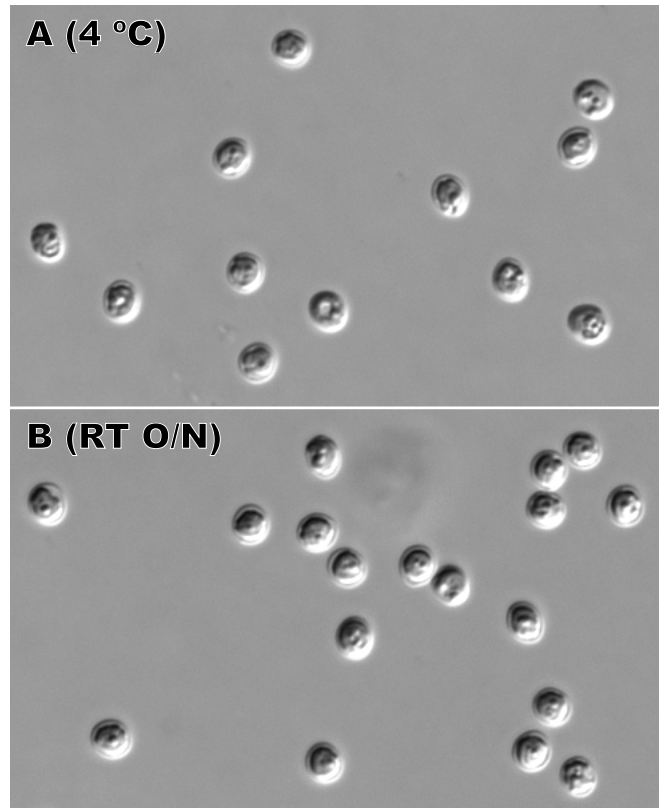

**Supplement:** Additional file 1 — Figure S1. Morphology of Cryptosporidium parvum oocysts before (A) and after (B) equilibrated to room temperature overnight (RT O/N). Oocyts were stored at 4 °C prior to equilibration at room temperature overnight before UV-irradiation and RNA extraction to minimize the effect of temperature variations on gene expressions.

# Supplementary material for: Transcriptome analysis reveals unique metabolic features in the Cryptosporidium parvum Oocysts associated with environmental survival and stresses
**Source:** BMC Genomics. 2012 Nov 21;13:647. doi: 10.1186/1471-2164-13-647

**Figure S2.**

Comparison of data derived from Mauzy et al (2012) and the present qRT-PCR study on the relative levels of *Cryptosporidium parvum* LDH, ADH and AceCL genes in the intracellular developmental stages. Data from Mauzy et al were extracted from the CryptoDB databases (<http://www.CryptoDB.org>).

**A** (Data derived from Mauzy et al, 2012. PLoS ONE 7:e31715)

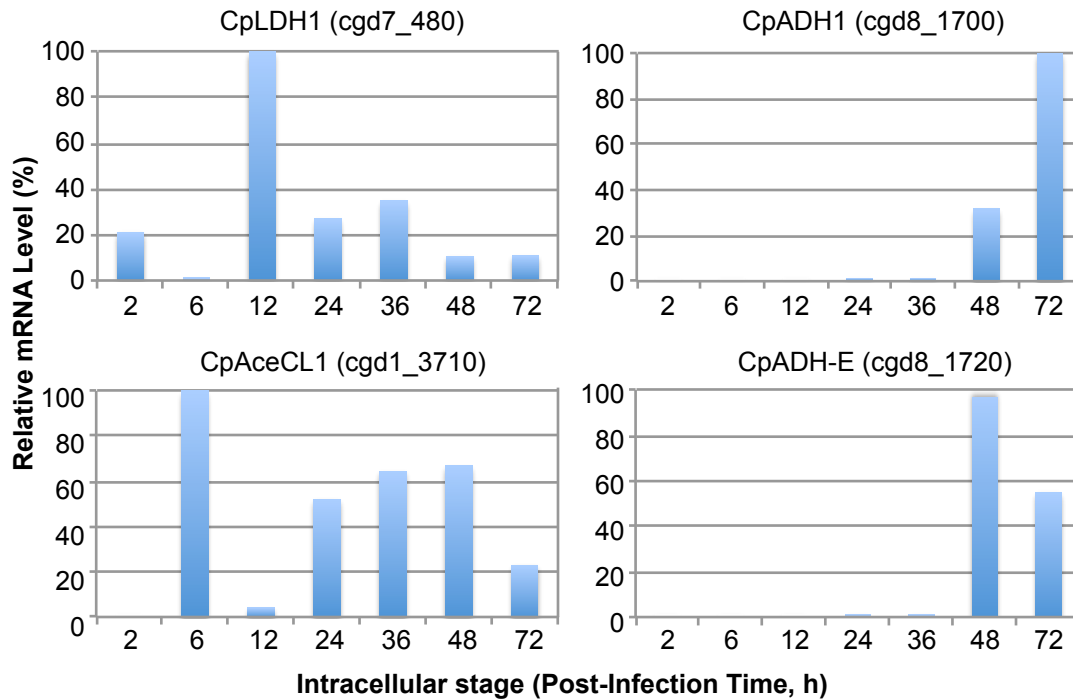

**B** (Data derived from this study, i.e., Figure 6B)

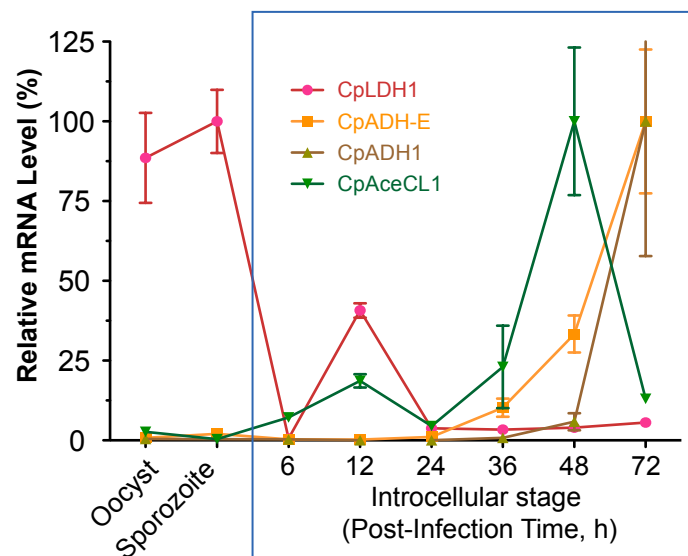

**Supplement:** Additional file 3 — Figure S2. Comparison of data derived from Mauzy et al. (2012) and this study by qRT-PCR on the relative levels of Cryptosporidium parvum LDH, ADH and AceCL genes in the intracellular developmental stages. Data from Mauzy et al. (2012) were extracted from the CryptoDB databases ( http://www.CryptoDB.org).

# Supplementary material for: Transcriptome analysis reveals unique metabolic features in the Cryptosporidium parvum Oocysts associated with environmental survival and stresses
**Source:** BMC Genomics. 2012 Nov 21;13:647. doi: 10.1186/1471-2164-13-647
**Supplement:** Additional file 4 — Table S2. A) Functional clarification of the top 100 genes in Toxoplasma gondii with the highest levels of expression in the oocysts sporulated for 10 days; B) List of the top 100 highly expressed genes in the Toxoplasma gondii oocysts sporulated for 10 days. Original data were generated by Fritz et al. (2012) and extracted from http://www.ToxoDB.org.

**Table S2A:** Functional clarification of top 100 genes in *Toxoplasma gondii* with the highest levels of expression in the oocysts sporulated for 10 days

| Functional group                        | Gene count |
|-----------------------------------------|------------|
| <b>Antigen and/or secretory protein</b> | 18         |
| beta antigen (1)                        |            |
| GRA (6)                                 |            |
| MIC (7)                                 |            |
| SRS (4)                                 |            |
| <b>Enzyme</b>                           | 10         |
| AA synthesis (1)                        |            |
| energy (2)                              |            |
| glycosylases (1)                        |            |
| protein modification (3)                |            |
| undefined (3)                           |            |
| <b>Chromatin (Histone)</b>              | 3          |
| <b>Cytoskeletal</b>                     | 3          |
| <b>Redox homeostasis</b>                | 3          |
| <b>Ribosomal proteins</b>               | 3          |
| <b>Chaperonin (HSP)</b>                 | 2          |
| <b>Gene expression (TIF)</b>            | 2          |
| <b>Protein degradation (ubiquitin)</b>  | 2          |
| <b>Calcium-binding (CaM)</b>            | 1          |
| <b>Structure (COWP)</b>                 | 1          |
| <b>Hypothetical</b>                     | 52         |
| <b>Grand Total</b>                      | 100        |

**Figure S2B.** List of the top 100 highly expressed genes in the *Toxoplasma gondii* oocysts sporulated for 10 days. Original data were generated by Fritz et al. (2012) and extracted from <http://www.ToxoDB.org>.

# Supplementary material for: Transcriptome analysis reveals unique metabolic features in the Cryptosporidium parvum Oocysts associated with environmental survival and stresses
**Source:** BMC Genomics. 2012 Nov 21;13:647. doi: 10.1186/1471-2164-13-647

**Figure S3.**

Relative levels of the two *Toxoplasma gondii* LDH genes in oocysts, tachyzoites and bradyzoites. Data were extracted from the ToxoDB databases (<http://www.ToxoDB.org>).

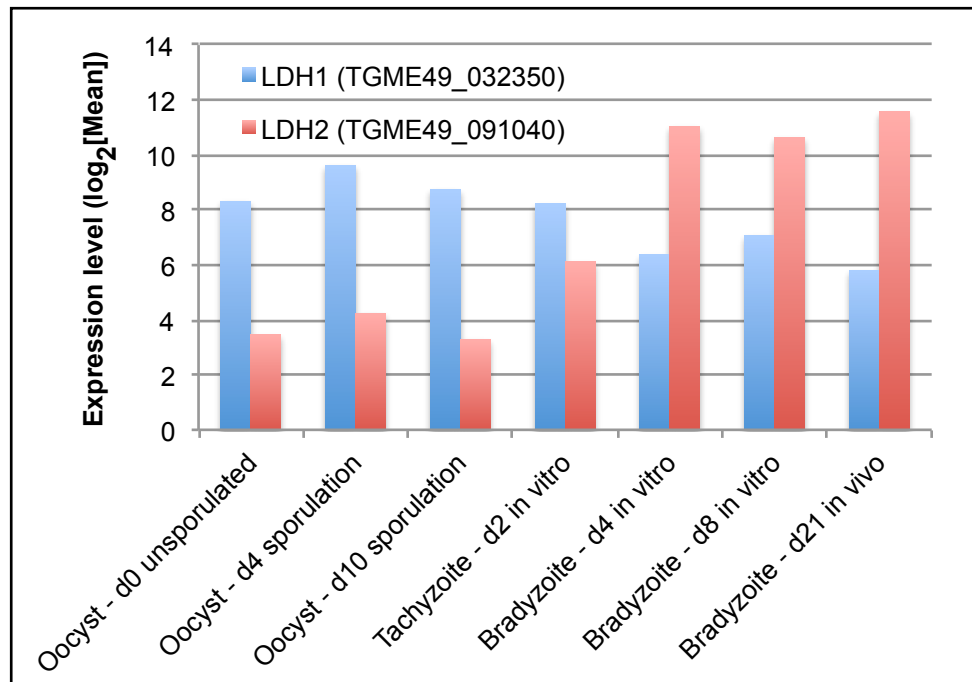

**Supplement:** Additional file 5 — Figure S3. Relative levels of the two Toxoplasma gondii LDH genes in oocysts, tachyzoites and bradyzoites. Data used in this analysis were extracted from the ToxoDB databases ( http://www.ToxoDB.org).

# Supplementary material for: Transcriptome analysis reveals unique metabolic features in the Cryptosporidium parvum Oocysts associated with environmental survival and stresses
**Source:** BMC Genomics. 2012 Nov 21;13:647. doi: 10.1186/1471-2164-13-647

**Figure S4.**

Distribution of regulated genes into 9 clusters based on the expression dynamics in the UV-irradiated oocysts after 0.5 h and 5 h of recovery times . Fold changes in gene expression are shown as ratios of normalized median signals between treated and control groups (T/C).

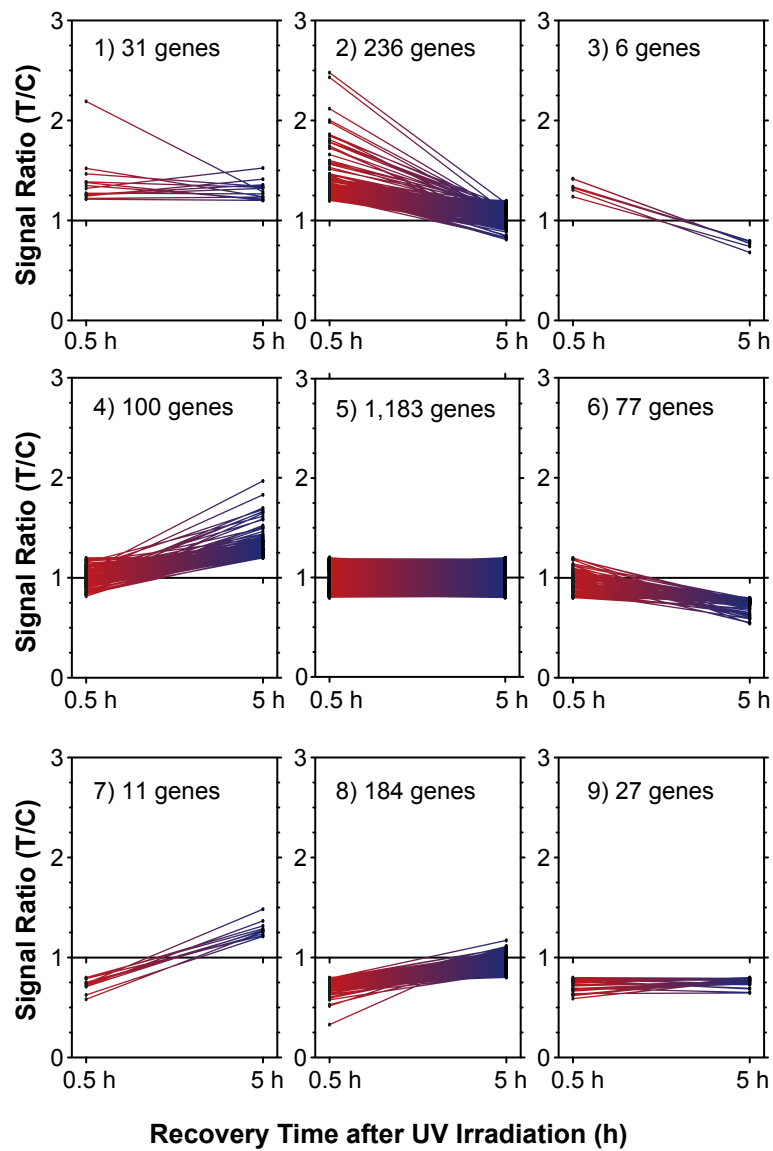

**Supplement:** Additional file 7 — Figure S4. Distribution of regulated genes into 9 clusters based on the expression dynamics in the UV-irradiated oocysts after 0.5 h and 5 h of recovery times. Fold changes in gene expression are shown as ratios of normalized median signals between treated and control groups (T/C).

How the deposited data were processed for this re-analysis (not part of the article)

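RNA of *C. parvum* oocysts, irradiated with a UV dose of 2.8 mJ/cm2 or untreated, was compared on 8 two-color arrays after 0.5 h or 5 h of recovery, with 2 biological replicates per time and 2 technical arrays per biological replicate. The authors scanned 1 slide and deposited, for each array, the Feature Extraction 10.7.1.1 output with the median intensity of each spot and of its local background in Cy3 and Cy5, without normalization. The same deposited files hold processed intensity values, which the software background-subtracted with spatial detrending and dye-normalized by linear and lowess steps with a floor for weak signals, and the log10 ratio of the processed Cy5 to Cy3 signals. A deposited table of the whole series holds the authors' log10 ratios. Over 15208 spots, these differed by at most 0.00493 from the log10 ratios of the array files once the latter were turned to UV over control, with r of at least 0.999999, so the table was taken as the same ratios in that direction. Between 16.9% and 37.8% of them were exactly 0 per array, in both sources, and the median was 0 on every array. One array, 5 h replicate 2-1, has log ratios of at most 3 significant digits in its file, against 10 in the others, so that file was written out differently. No column was left without a sample (0 columns).

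The median signals were background-corrected with normexp and an offset of 50, and normalized within arrays by loess with control spots at weight 0, in limma 3.58.1 under R 4.3.3 with statmod 1.5.0 and data.table 1.17.8. Control spots and spots marked as non-uniform or population outliers were then left out. Spots were averaged to probes and probes to genes on the log2 scale. Log2 ratios of UV to control were averaged over the technical arrays and fitted with limma, with a coefficient for each time and a term for dye orientation, and the difference between the times was tested in the same fit. Each biological replicate had a single dye orientation, so this term is also a block for replicate number. Calls were made at an adjusted p-value of at most 0.05 by the Benjamini-Hochberg method over 3805 genes. Levels in untreated oocysts were taken from the control channels after loess and Aquantile normalization. Signal over background limits what can be measured. In the negative controls, SBR was 1.25 to 1.94 in Cy3 and 1.10 to 1.37 in Cy5, and the number of arrays limits the precision of all values. The fit was tested on simulated data for 3805 genes. The 200 genes changed at 0.5 h were called with the right direction in 100% of cases. At 5 h, where none was changed, 0 genes were called. The 200 genes were above the median signal and the dye bias was alike at both times. Dim genes and smaller changes were therefore not tested.

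The genes named are those the paper names by identifier in its text, Tables 1 and 3 and Figures 3 and 5, whose published values had been seen, together with the 3 largest rises and the 3 largest falls at each time among genes past the adjusted limit and changed in the same direction in both biological replicates. At 5 h no gene passed. Genes named outside this rule are marked where they appear as chosen after their values were seen. Gene symbols and gene order came from the RefSeq table of assembly ASM16534v1, with no coordinates used, because the paper names a CryptoDB release for the probe design and coordinates of that release were not held. The table holds no gene descriptions, so the gene families planned by description were not analysed here, and the genes of Figure 5 were the family tested, with camera. A gene with every probe not well above background in a group has only a bound there. The methods name a LOWESS normalization, a mixed model with treatment and dye, and a Student test with Storey-Tibshirani q-values. The Student test was run as an alternative under the name of the methods' t-test. Other alternatives were set before the data were examined and covered background correction, normalization, the dye term, pairing of channels, technical arrays, dim genes, probes, spots, p-value adjustment, the deposited ratios and the samples left out. Tables S1, S3 and S4 and the qRT-PCR data were not used here.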

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

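The tests in this part were written down before their results were seen, except the test of a single deviating biological replicate, which was chosen after. Signals of the arrays were compared in 42 sets of 4 or 8 arrays, and in 6 of them a single array stood apart by Dixon's test, where 2.1 would be expected by chance. On 0.5 h replicate 2-1, the median Cy3 signal was 87 units, against 59 to 71 on the other 7 arrays. The negative controls of the same array were at 58 units in Cy3 and 192.5 units in Cy5, against 41 to 47 and 150 to 168 on the others, and their SBR in Cy5 was 1.37, against 1.10 to 1.22. Its technical partner, hybridized with the same RNA, had a median Cy3 signal of 61 units. The raised signal therefore does not follow the RNA sample, and it covers spots with no parasite sequence. Without this array, 410 genes were changed at 0.5 h, 393 of them among the 433 changed with all arrays, 0 genes were changed at 5 h (445 at an unadjusted p-value of at most 0.05 by limma), and 0 genes differed between the times. Group II held 35 genes without it. All first technical arrays, among them this array and 5 h replicate 1-1, lay in slide row 1, and their partners in row 2. Between 40.0% and 48.4% of spots were well above background in Cy3 in row 1, against 56.6% to 58.3% in row 2. Slide row was not tested as a cause of the raised signal. No biological explanation was tested.

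On 5 h replicate 1-1, the median Cy3 signal was 71 units and the Cy3 negative controls were at 47 units, against 60 to 60.5 and 41 to 42 on the other 5 h arrays. Its technical partner was at 60.5 and 42 units. Without 5 h replicate 1-1, 660 genes were changed at 0.5 h and 154 at 5 h. Similar counts came from leaving out arrays that did not stand apart, such as 674 and 174 without 5 h replicate 2-1, so these counts do not single out this array. No biological explanation was tested.

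The UV response differed between 0.5 h and 5 h in 2 genes by limma (adjusted p = 0.0385 for both). The change at 5 h minus that at 0.5 h was 0.82 (log2) for cgd1_3290, which fell to 0.529-fold at 0.5 h and was at 0.932-fold at 5 h, and -0.77 for cgd4_1160, which rose 1.87-fold and was then at 1.09-fold. At 5 h the replicates were at 1.12-fold and 0.774-fold for cgd1_3290 and at 1.20-fold and 0.995-fold for cgd4_1160. The replicates of each gene thus did not share a direction at 5 h. Each gene has 1 probe, so no sibling probe checks it. Both were well above background in 16 of 16 channels, which argues against signals near background. Within replicates 1 and 2, each of one dye orientation, the difference was 0.808 and 0.827 for cgd1_3290 and -0.774 and -0.772 for cgd4_1160, with a standard error of 0.076 for one replicate. The smallest was 0.7723 in size. The fit's 1 residual degree of freedom is the gap between these differences, so selection favours genes whose replicates agree. A single deviating biological replicate can therefore not be tested on these genes and stays open. The genes were chosen by the difference between the times, so its size is likely overstated. Cross-hybridization of a lone probe was not tested and stays open, as does a response that fades between 0.5 h and 5 h. The number of genes rests on the arrays, with 0 genes without 0.5 h replicate 2-1 and 90 without 5 h replicate 2-1.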

How the results depend on the processing

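The alternatives were set before the data were examined, except averaging over all spots of a gene, the reading of Group II as limits never both exceeded, and the use of the probe with the lowest p-value, which were chosen after seeing the data. The rank of LDH was 1 under all 8 alternatives run, and Group I stayed within 1.5 times of 1259 genes, from 1144 with both channels to 1816 with the software's test. Named genes changed at 0.5 h had 1336 alternative values, of which 854 stayed past the adjusted limit. The fold change itself moved in 484 of the 1336, and its direction was kept in 484 of these. In the rest the fold change stayed as it was, so they bear on the test only. The numbers of changed genes moved more. Unless a cause is given, it was not tested.

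Numbers are given for 0.5 h, 5 h and the difference between the times, which were 433, 0 and 2 genes. The scanner software's processed signals gave 212, 0 and 7, and shared 104 genes with the 433. Median centring gave 759, 117 and 78, with 9.88% of the 759 higher against 41.3% of the 433. No background correction gave 406, 0 and 0, and the series matrix ratios gave 0, 0 and 0, with 830 and 328 genes at an unadjusted p-value of at most 0.05 by limma. Only genes above background in at least 50% of spots and arrays gave 531, 49 and 9, only Group I genes gave 491, 166 and 75, and the median of the probes gave 480, 1 and 4. The settings limited to genes above background and to Group I test fewer genes. The average over all spots gave 421 and 0 at the 2 times.

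Technical arrays kept apart with the biological replicate as a random block gave 1081, 442 and 407 genes, and 8 arrays taken as independent gave 1244, 600 and 572, where technical arrays of one RNA count as replicates by construction. The methods' t-test gave 120 and 76 genes at its unadjusted limit and 0 and 0 after Benjamini-Hochberg adjustment. With probes and arrays as replicates it gave 242 and 106, and 26 and 1 by Storey-Tibshirani q-values. Storey-Tibshirani q-values with limma gave 628 and 0.

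The dye term is also the replicate block. With no replicate block, limma gave 0, 0 and 0 genes, with 646 and 239 at an unadjusted p-value of at most 0.05, and with channels unpaired it gave 0, 0 and 0, with 136 and 21. Deviations of the same-numbered replicates correlated at 0.518 between the times across genes, but with 2 pairs the numbers are not shown to pair the samples. For probes, no replicate block gave 1456 at 0.5 h and 422 at 5 h, against 2565 and 1213. Benjamini-Hochberg adjustment gave 1522 and 121, 8 independent arrays gave 3513 and 2160, and the methods' t-test gave 905 and 412.

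Without each biological replicate in turn, which also drops the dye term and takes the lone replicate to vary like the others, 0 genes were changed at 0.5 h, at 5 h and in the difference in every case (0 to 0), with 335 to 698 and 168 to 303 at the unadjusted limit by limma. Without each array in turn, the numbers were 410 to 674, 0 to 174 and 0 to 90. At 0.5 h the number rose past 1.5 times to 665 without 0.5 h replicate 1-1, 660 without 5 h replicate 1-1 and 674 without 5 h replicate 2-1. At 5 h it was 122 and 91 without 0.5 h replicates 1-1 and 1-2, 121 without 2-2, and 154 and 174 without 5 h replicates 1-1 and 2-1. For the difference it was 57, 34, 0 and 49 without 0.5 h replicates 1-1, 1-2, 2-1 and 2-2, and 69 and 90 without 5 h replicates 1-1 and 2-1.

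Group II moved from 6 genes to 0 with SNR as signal over background SD and with both channels, 12 with the mean over spots, 71 with SNR above 3, 899 with the software's test and 1008 with limits never both exceeded. Without each array in turn it held 6 to 35 genes, with 35 without 0.5 h replicate 2-1 and 11 without 0.5 h replicate 2-2. Genes past 1.2-fold or 0.8-fold moved from 185 to 960 with the processed signals, and to between 232 and 314 without each biological replicate, the highest without 5 h replicate 1, where these counts take in all genes by construction. The R2 between dyes was 0.987 on the linear scale and 0.997 for Group I, against 0.998. The mean change of the Figure 5 genes at 0.5 h was 0.00088 (log2) and -0.07 with median centring, and the set was not called under any alternative. Signal over background limits all of these, since 940 genes at 0.5 h and 1063 at 5 h were well above background in neither channel. Families by gene description were not run, because the sources used here hold no descriptions.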

Differences from the paper's values

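For Table 3 at 0.5 h, the paper gives 2.479-fold for cgd8_5030, against 1.28-fold here, 2.432-fold for cgd7_3840, against 1.30-fold, 2.119-fold for cgd3_2070, against 1.29-fold, and 1.808-fold for cgd3_270, against 1.08-fold. None of the alternatives set before the data were examined brought these within the paper's values. For cgd7_990 the paper gives 2.003-fold, against 1.32-fold, and values within 1.5 times of the paper's came from the processed signals (1.65-fold), the series matrix ratios (1.65-fold) and leaving out 0.5 h replicate 1 (1.44-fold). For cgd3_220 the paper gives 1.782-fold, against 1.15-fold, and the same 3 settings gave 1.45-fold, 1.44-fold and 1.22-fold. For cgd1_1690 the paper gives 0.329-fold, against 0.813-fold, and no setting closed the gap, with a lowest value of 0.558-fold. Its UV channel was well above background on 1 of 4 arrays at 0.5 h, and 2 of its 3 probes were well above background on 0 control channels. Such signals limit how large a fall can show, so the values here do not contradict the paper's. The probe with the lowest p-value, a setting chosen after seeing the values, gave 2.01-fold, 2.09-fold, 2.06-fold, 1.43-fold, 2.09-fold and 1.48-fold for cgd8_5030, cgd7_3840, cgd3_2070, cgd3_270, cgd7_990 and cgd3_220. Of 38 fold changes compared it closed 6, opened 0 and left 1 differing, and it dropped 0 of the 19 genes, counted as genes without a probe called at 0.5 h. Selecting the lowest p-value favours large changes and so favours both outcomes.

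For genes changed at a q-value of at most 0.05, the paper gives 1306 at 0.5 h and 973 at 5 h, against 433 and 0 by limma here (497 at an unadjusted p-value of at most 0.05 at 5 h). At 0.5 h, the biological replicate as a random block (1081) and 8 independent arrays (1244) were within 1.5 times of the paper's number and the other alternatives were not. At 5 h none was, with a highest number of 600.

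For Group I the paper gives 1924 genes, against 1259, and the mean over spots (1439) and the software's test (1816) were within 1.5 times. For Group II the paper gives 1213, against 6, and the software's test (899) was within it, as was the reading as limits never both exceeded (1008), which was chosen after seeing the values. Group III, the genes left over, was 66.8% of 3805 genes here and larger than the paper's group by more than 1.5 times under every setting, with a lowest number of 1090. Both R2 values in the legend of Figure 1 are lower than those here, which were 0.998 between dyes and 0.996 between the 0.5 h and 5 h groups. The linear scale gave 0.987 between dyes and 0.997 between the groups. The legend calls its second value one between biological replicates, taken from the 0.5 h and 5 h groups. Between biological replicates 1 and 2, R2 here was 0.994, and 0.992 on the linear scale.

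For the 9 clusters, the paper gives 31 genes in cluster 1, against 3, 6 in cluster 3, against 0, 100 in cluster 4, against 3, and 11 in cluster 7, against 0. The processed signals were within 1.5 times of these, with 41, 5, 74 and 11, and the other alternatives were not. For cluster 6 the paper gives 77, against 8, and the processed signals (70) and leaving out 5 h replicate 1 (98) were within it. For cluster 9 the paper gives 27, against 16, and leaving out 0.5 h replicate 1 (19) or 5 h replicate 1 (22) were within it, while the processed signals gave 74. For clusters 2 and 8 the paper gives 236 and 184, against 84 and 71, and no alternative was within either, with 406 and 279 for the processed signals and lower numbers than the paper's for the others.

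The paper lists cgd2_1250 and cgd8_1240 as up-regulated at both times, and here neither was well above background in either channel on any array. The change of cgd2_1250 passed the adjusted limit at 0.5 h only with 8 independent arrays, and at 5 h only by the methods' t-test at its unadjusted limit, and no direction is given for signals at background. The paper counts actin among up-regulated genes, and here actin (cgd5_3160) was at 0.979-fold at 0.5 h and passed the limit under no setting. The paper finds no contradictory probes, and here 4 of 416 genes with 2 or more changed probes had probes changed in opposite directions. Of the genes of Table 3 ranked by 0.5 h, 19 of 21 passed the limit. The others were cgd3_220, which passed with the random block, independent arrays, all spots kept, Storey-Tibshirani q-values and 6 of 8 settings without an array, and cgd3_270, which passed with the random block and independent arrays. At 5 h, cgd5_4270 passed only by the methods' t-test with probes and arrays as replicates.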

Other observations

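Tests on dye bias, on exchanged samples, on Table 3 genes near background and on bright sibling probes were chosen only after the result was seen.

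Log ratios of the biological replicates did not correlate at 5 h (r = -0.034 across 3805 genes, which are not independent replicates), while they did at 0.5 h (r = 0.565). With the processed signals r was -0.111 at 5 h and 0.379 at 0.5 h, and with median centring in place of loess -0.912 and -0.824. With median centring, r between the times was 0.962 and 0.931 within one dye orientation. It was negative for every pair of opposite orientation. Dye bias left without loess would change sign in this way, so median centring does not test whether the replicates share a response. Among 1688 genes well above background in every channel and array, r at 5 h was -0.018, where technical arrays of one sample reached 0.925 and 0.949, which argues against noise near background. Each 5 h replicate correlated above 0 with the 0.5 h replicate of the other dye orientation, the lower r being 0.1283, which argues against UV and control exchanged in one replicate. This holds after loess and with the processed signals (0.0610 and 0.0383). With median centring the same correlations were -0.892 and -0.862, but these pairs differ in dye orientation, so dye bias left in could account for them. With the 0.5 h replicate of the same orientation and number, r after loess was higher, 0.486 for replicate 1 and 0.525 for replicate 2, so a component goes with dye orientation or replicate number at both times. The SD across genes of the mean of both replicates at 5 h was 0.6271 of that at 0.5 h, while that of their half-difference was 1.23 of it, which is consistent with a smaller response at 5 h. After the replicate difference at 0.5 h was subtracted, r at 5 h was 0.06559. Gene-specific dye bias cannot be told apart from a difference between the biological replicates, because dye orientation and replicate number are one contrast and the subtraction adds noise. The first limit set for this value counted it against dye bias, and that reading was withdrawn after the value was seen.

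Of the 9 genes that Table 3 ranks by 5 h, 8 were not well above background in either channel on any 5 h array, against 0 of the other 21 (Fisher's exact test, two-sided p = 1.54e-06). Signals near background are a candidate explanation for their published changes, and their fitted changes at 5 h had a lowest unadjusted p-value of 0.106 by limma.

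Probes of one gene differed in their change at 0.5 h. Relative to the probe with the lowest p-value, the median log2 change was 0.0663 for 115 sibling probes above background on no array and 0.703 for 1179 above background on all arrays. The choice of the leading probe lowers both. Dim probes may thus hide part of a gene's change. Dimness does not account for all of it, since 6 of 26 bright siblings of probes changed at least 1.5-fold had under 0.25 of the change, in 4 genes. These limits were chosen after 142 of the 1179 bright siblings were seen below 0.25. Transcript isoforms and cross-hybridization were not tested and stay open.

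Neighbouring genes changed together at 0.5 h. A gene in replicate 1 and its neighbour in replicate 2 correlated at 0.0666 over 3797 pairs (permutation test of gene order, two-sided p = 1e-04, the smallest that 10000 shuffles can give, with a highest shuffled r of 0.0527). Spots of different genes side by side on the array correlated at -0.006566 over 14550 pairs, which argues against position on the array. After each replicate's trend with signal was removed, r was 0.06713, against a highest shuffled r of 0.0518, which argues against shared signal strength, although signals of neighbours correlated at 0.168. Regulation shared along the chromosome is a hypothesis that may account for it, and the relation is weak. Cross-hybridization between neighbouring paralogs was not tested and stays open.

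With median centring, 684 of 759 changes at 0.5 h were falls, and with loess 254 of 433. Before loess, the mean of both dye orientations fell with signal at 0.5 h (Spearman's rho -0.6262 across genes) and at 5 h (-0.4398). This is consistent with a trend with signal strength that differs between UV and control samples, which loess removes. Whether it comes from RNA or labeling could not be tested.

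The 47 stress-related genes with 30 spots were not called as a set at 0.5 h. Only 13 of the 47 were well above background in every channel, so a shared rise among the others could have been missed and stays open. Their camera p in limma was 0.1765 at 0.5 h and 0.169 at 5 h, and by fry it was 0.329 and 0.311. At 0.5 h, 31 of the 47 were higher and 3 passed the adjusted limit. The 40 genes of Figure 5 were not called as a set either, with a camera p of 0.558 at 0.5 h and 0.536 at 5 h, adjusted 0.558 for both, 0.615 and 0.599 with the estimated correlation, and 0.634 and 0.233 by fry. Their mean log2 change at 0.5 h was 0.00088 and their median 0.0078.

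Signals of Table 1 were matched, within a ratio of 1.00 to 1.04 for 21 genes, by the background-subtracted median control signal divided by the array's median of it and averaged over the spots of a gene. That scale was inferred from the values. Of the 21 genes, 7 were changed at 0.5 h, 4 higher and 3 lower, and 8 when adjusted over the list alone.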
